# Human Extravillous Trophoblasts Require SRC-2 for Sustained Viability, Migration, and Invasion

**DOI:** 10.3390/cells14131024

**Published:** 2025-07-04

**Authors:** Vineet K. Maurya, Pooja Popli, Bryan C. Nikolai, David M. Lonard, Ramakrishna Kommagani, Bert W. O’Malley, John P. Lydon

**Keywords:** steroid receptor coactivator-2 (SRC-2), human extravillous trophoblast, HTR-8/SVneo, transcriptomics, WNT family member 9A (WNT 9A)

## Abstract

Defective placentation is a recognized etiology for several gestational complications that include early pregnancy loss, preeclampsia, and intrauterine growth restriction. Sustained viability, migration, and invasion are essential cellular properties for embryonic extravillous trophoblasts to execute their roles in placental development and function, while derailment of these cellular processes is linked to placental disorders. Although the cellular functions of extravillous trophoblasts are well recognized, our understanding of the pivotal molecular determinants of these functions is incomplete. Using the HTR-8/SVneo immortalized human extravillous trophoblast cell line, we report that steroid receptor coactivator-2 (SRC-2), a coregulator of transcription factor-mediated gene expression, is essential for extravillous trophoblast cell viability, motility, and invasion. Genome-scale transcriptomics identified an SRC-2-dependent transcriptome in HTR-8/SVneo cells that encodes a diverse spectrum of proteins involved in placental tissue development and function. Underscoring the utility of this transcriptomic dataset, we demonstrate that WNT family member 9A (WNT 9A) is not only regulated by SRC-2 but is also crucial for maintaining many of the above SRC-2-dependent cellular functions of human extravillous trophoblasts.

## 1. Introduction

A temporary fetomaternal organ, the human placenta is essential for intrauterine fetal development and protection [1,2]. Following the histiotrophic-to-hemotrophic switch that occurs toward the end of the first pregnancy trimester [3], the placenta is solely responsible for providing gas exchange, nourishment, and immunoprotection to the developing fetus. Apart from serving as a diffusion barrier, separating the maternal and fetal circulations, the placenta promotes adaptive changes in maternal physiology and metabolism, including hormone production and hemodynamic adaptations [4,5,6].

During early hemochorial placentation, the trophoblast cell lineage of the placenta expands and differentiates into villous and extravillous trophoblast cell types, each with specialized functions [6]. Through cell fusion, a primary function of villous trophoblasts is to provide an outer multinucleated epithelial cell layer of syncytiotrophoblasts, which cover floating chorionic villi and directly contact the maternal arterial blood [7,8,9]. Extravillous trophoblasts migrate from anchoring chorionic villi to invade the maternal decidual basalis to the proximal third of the uterine myometrium [10]. Apart from anchoring the embryonic-derived placenta to the maternal uterine compartment, extravillous trophoblasts transform into endovascular trophoblasts, which, together with local endometrial immune cells [11,12], remodel decidual spiral arterioles into large diameter uteroplacental arteries. With high-conductance and low-pressure, uteroplacental arteries serve to route maternal blood flow to the intervillous space. This placental remodeling of maternal vasodilation is commonly impaired in preeclampsia and related pregnancy disorders [9,13,14,15,16,17,18,19,20,21]. Although normal migratory and invasive properties of extravillous trophoblast cells are a prerequisite to preventing these placental disorders, the key signals that control these specialized cellular functions remain poorly understood.

Steroid receptor coactivator-2 (SRC-2), also known as nuclear receptor coactivator 2 (NCOA2), is a member of the p160/SRC family of transcriptional coregulators, which also includes SRC-1 and SRC-3 [22]. Interacting with either nuclear receptor or non-nuclear receptor transcription factors, individual members of the p160/SRC family exert distinct contributions to a broad spectrum of physiologies and pathophysiologies [22], including male and female reproductive processes [23,24]. We previously demonstrated that SRC-2 is essential for decidualization of stromal cells of the maternal endometrium [25,26,27,28], a crucial stage of the embryo implantation process. Although these studies provide important insights into our understanding of SRC-2 in the maternal endometrium during the earliest stages of pregnancy, the role of embryonic-derived SRC-2 during this implantation period is unclear. This knowledge gap is conspicuous in light of previous reports indicating that other members of the p160/SRC family serve important functions in a number of extraembryonic cell types, which are essential for the development and function of the placenta [29,30,31].

To address this issue, we report here that SRC-2 is expressed in multiple cell types of term placenta tissue from healthy women, and that SRC-2 expression in the commonly used HTR-8/SVneo human trophoblast cell line is essential for trophoblastic cell viability, migration, and invasion. In addition to significant changes in expression of previously reported genes in extravillous trophoblasts and/or the HTR-8/SVneo cell line, genome-wide RNA sequencing (RNA-seq) revealed that the expression levels of WNT-related factors are markedly reduced in HTR-8/SVneo cells with decreased expression levels of SRC-2. Importantly, we identified WNT family member 9A (WNT 9A) as a critical SRC-2-responsive molecular target that is required for optimum execution of many of these key cellular processes, which are known to occur during hemochorial placentation.

## 2. Materials and Methods

### 2.1. Human Placenta Tissue

Placental specimens were obtained from Dr. Ramkumar Menon at the University of Texas Medical Branch (UTMB) in Galveston, Texas. Dr. Menon’s human protocol was prospectively approved by the Institutional Review Board (IRB, approval number IRB16.0058, acceptance date: 7 January 2020) at UTMB. Patient consent was exempted as placentae were non-identifiable and were to be discarded. Placentae were obtained from not-in-labor repeat elective Cesareans. For immunohistochemistry, placental samples were washed in phosphate-buffered saline (PBS) to remove blood clots before fixation in 10% neutral buffered formalin (NBF) for 24 h at 4 °C. Following graded alcohol washes, tissues were embedded in paraffin blocks, which in turn were sectioned to a thickness of 5 μm prior to placement onto microscope glass slides for immunohistochemical and dual immunofluorescence staining. For immunohistochemical staining for SRC-2, SRC-3, and WNT9A, the following primary antibodies were used, respectively: a rabbit polyclonal anti-human SRC-2 (#A300-345A; 1:500 dilution, Bethyl Laboratories, Montgomery, TX, USA); a rabbit monoclonal anti-human SRC-3 (#2126; 1:200 dilution Cell Signaling Technologies, Inc. Danvers, MA, USA), and a rabbit polyclonal anti-human WNT9A (#AB176973 1:100 dilution Abcam Inc., Waltham, MA, USA). For dual immunofluorescence staining for SRC-2 and the beta subunit of human chorionic gonadotropin (hCG), the following primary antibodies were used, respectively: a rabbit anti-SRC-2 primary antibody ((#96687s) Cell Signaling Technology Inc.) and a mouse anti-hCG beta-subunit primary antibody ((#ab9582) Abcam Inc.). For dual immunofluorescence staining, the following secondary antibodies were used: donkey anti-rabbit IgG conjugated with Alexa Fluor PLUS 594 (#A21207) and donkey anti-mouse IgG conjugated with Alexa Fluor PLUS 488 (#A21202), both purchased from ThermoFisher Scientific Inc., Waltham, MA, USA. Following staining, slides were coverslipped with Vectashield mounting medium containing 4′,6-diamidino-2-phenylindole (DAPI; (H-1200) Vector Laboratories, Inc., Burlingame, CA, USA).

### 2.2. Immortalized Human Extravillous Trophoblast Cell Line

Previously described [32,33,34,35,36], the HTR-8/SVneo immortalized human trophoblast cell line was purchased from the American Type Culture Collection (ATCC (#CRL-3271)), Manassas, VA, USA. Briefly, the HTR-8/SVneo cell line was originally derived from first-trimester human trophoblasts and immortalized by transfection with a gene encoding the Simian virus 40 large T antigen [32]. For studies described here, the HTR-8/SVneo cell line was cultured in phenol red-free RPMI-1640 medium, supplemented with 5% fetal bovine serum (FBS; Sigma-Aldrich, St. Louis, MO, USA) and a 1% penicillin–streptomycin antibiotic solution (ThermoFisher Scientific Inc., Waltham, MA, USA); medium was changed every other day.

### 2.3. Transfection of Small Interfering RNAs

For siRNA-mediated knockdown of gene expression, HTR-8/SVneo cells were cultured in six-well plates before transfection with 60 picomoles of one of the following siRNAs: non-targeting (NT (control)) siRNA ((D-001810-10-05) Dharmacon Inc., Lafayette, CO, USA), siRNAs targeting SRC-2 ((L-020159-00-0005) Dharmacon Inc.) or Wnt 9A ((L-008392-00-0005) Dharmacon Inc.). Under serum-starved conditions, transfections were performed using the Lipofectamine RNAi MAX transfection reagent (Invitrogen Corporation, Carlsbad, CA, USA). Forty-eight hours post-transfection, cells were harvested for quantitative real-time PCR (qRT-PCR), RNA-sequencing (RNA-seq), or Western analysis. Alternatively, transfected HTR-8/SVneo cells were trypsinized and re-plated for assays of cell viability, clonogenic survival, migration, or invasion competency.

### 2.4. Quantitative Real-Time PCR

Cells were lysed in RNA lysis buffer before total RNA was isolated with the RNAeasy Plus Mini Kit (#74134, Qiagen Inc., Germantown, MD, USA) or the Purelink RNA Mini Kit (#12183020, ThermoFisher Scientific Inc.). A NanoDrop 2000 UV/Vis spectrophotometer (ThermoFisher Scientific Inc.) was used for RNA quantification. Total RNA (1 µg) was reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (#4368814, ThermoFisher Scientific Inc.). Synthesized cDNA was diluted to 10 ng/µL before qRT-PCR was performed using Fast TaqMan 2× Mastermix (Applied Biosystems/Life Technologies, Grand Island, NY, USA); TaqMan assays used in this study are listed in Table 1. All qRT-PCR experiments were performed using the 7500 Fast Real-time PCR system (Applied Biosystems/Life Technologies, Grand Island, NY, USA). For quantitation of gene expression changes, five replicate samples per treatment group (i.e., *NT* siRNA or *SRC-2* siRNA) were used. To normalize for sample-to-sample variation, the ΔCt value was calculated using the formula: Ct (gene-of-interest)-Ct (*Hypoxanthine guanine phosphoribosyl transferase* (*HPRT*), a housekeeping gene). For each replicate, the ΔΔCt value for a gene-of-interest was calculated using the formula: ΔCt (the experimental sample (i.e., *NT* siRNA or *SRC-2* siRNA))-ΔCt (the corresponding reference sample (i.e., *NT* siRNA)). Per replicate, the gene expression fold change (FC) was calculated from the ΔΔCt value using the formula 2^Λ−ΔΔCt^. The average gene expression FC for a gene-of-interest from the five replicates per treatment was the value plotted on the Y-axis of the resultant histograms. Values from the 2^Λ−ΔΔCt^ formula were log transformed in Excel to enable follow-up statistical analysis.

### 2.5. Genome-Scale RNA Expression Profiling

Genome-wide RNA-seq analysis was performed as previously described [37,38]. Briefly, total RNA purity and integrity were measured using a NanoDrop spectrophotometer (ThermoFisher Scientific Inc.) and a 2100 Bioanalyzer with RNA chips (Agilent Technologies, Santa Clara, CA, USA), respectively. Only RNA samples with an RNA integrity score greater than 9 were included; three replicate RNA samples were used for each experimental group. Sequencing libraries were prepared from 250 ng of RNA using the TruSeq Stranded mRNA kit (Illumina Inc., San Diego, CA, USA) and amplified by PCR. Quality analysis of resultant libraries was performed on a 4200 TapeStation with D1000 ScreenTape assays (Illumina Inc.). The adapter-ligated fragment concentration was estimated by qRT-PCR with a KAPA Library Quantification Kit (KAPA Biosystems, Wilmington, MA, USA). After equimolar pooling, libraries were quantified using a 2100 Bioanalyzer (with a High Sensitivity DNA Kit and DNA chips); libraries were sequenced on the NovaSeq 6000 platform (Illumina Inc.). Paired-end 100 base-pair sequencing reads were generated at mid-output, and filtered reads (in FASTQ file format) were aligned to the human genome (Genome Reference Consortium Human Build hg38; National Center for Biotechnology Information (NCBI)) using the universal RNA-seq aligner HISAT2 [39]. The Python-based software package HTSeq was used to determine the number of reads that aligned to known genes (http://www-huber.embl.de/users/anders/HTSeq, accessed on 7 May 2024) [40]. To reduce possible PCR bias, read duplicates were removed with Picard Tools (https://broadinstitute.github.io/picard, accessed on 7 May 2024).

To identify genes that were differentially expressed between the two treatment groups, the R package DESeq was applied to the gene expression data [41]. The false discovery rate (FDR) of differentially expressed genes (DEGs) was estimated using the Benjamini and Hochberg method [42]. Gene expression comparisons with an FDR ≤ 0.05 and an absolute fold change (IFCI) ≥ 1.3 were considered significant [43]. Fragments per kilobase of transcript per million (FPKM) values of transcripts were used for hierarchical clustering. Clustered heatmaps were generated with the pheatmap package in R. With raw gene count data, principal component analysis (PCA) was performed with the R function prcomp package (https://cran.r-project.org). All raw data files were deposited in the Gene Expression Omnibus (GEO) repository at NCBI (www.ncbi.nlm.nih.gov/geo (GSE: 278677)). Gene ontology enrichment analysis was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) functional annotation clustering tool (https://david.ncifcrf.gov/) [44]. Biological pathways involving genes that are overrepresented in datasets of DEGs were identified using the Kyoto Encyclopedia of Genes and Genomes (KEGG; https://www.genome.jp/kegg/) [45]. For KEGG pathway enrichment analysis, the KEGG Orthology-Based Annotation System (KOBAS 2.0) was used [46]; CD Genomics (Shirley, New York, NY, USA) performed the majority of the bioinformatics analysis.

### 2.6. Immunoblotting

Proteins (20 μg) from cell lysates were resolved on 4–15% and 10% sodium dodecyl sulfate polyacrylamide gels and transferred to polyvinylidene difluoride (PVDF) membranes. Following protein transfer, the PVDF membranes were blocked for 1 h with 5% non-fat dry milk (sc-2324 (Blotto), Santa Cruz Biotechnology Inc., Dallas, TX, USA) in Tris-buffered saline with Tween 20 (TBS-T) and incubated overnight at 4 °C with the following primary antibodies diluted in 5% non-fat milk in TBS-T: anti-SRC-2 (1:2000; #610984, BD Transduction Laboratories, Inc., East Rutherford, NJ, USA), anti-SRC-1 (1:1000; #2191 Cell Signaling Technology, Inc., Danvers, MA, USA); anti-SRC-3 (1:1000, #2126 Cell Signaling Technology Inc.); anti-HLA-G (1:1000; #NBP3-20480, Novus Biologicals LLC, Centennial, CO, USA; anti-WNT 9A (1:1000; #ab176973, Abcam, Eugene, OR, USA), and anti-β-actin (1:10,000; ##4970, Cell Signaling Technology, Inc.). The blots were then probed for 1 h at room temperature with horseradish peroxidase (HRP)-conjugated anti-rabbit (1:5000; A27036, ThermoFisher Scientific Inc.) or anti-mouse IgG secondary antibodies (1:10,000; #7076, Cell Signaling Technology, Inc.) diluted in 5% non-fat milk in TBS-T. Chemiluminescence was detected with the SuperSignal West Pico PLUS Chemiluminescent Substrate (#1863097, ThermoFisher Scientific, Inc.) and digitally imaged using the Bio-Rad ChemiDoc imaging system (Bio-Rad Laboratories, Hercules, CA, USA).

### 2.7. Cell Viability Assay

Cells were seeded in triplicate wells in 96-well culture plates at a density of 5 × 10^3^ cells per well. Cells transfected with siRNAs for 48 h were further cultured for 0, 24, 48, 72, or 96 h before the number of viable cells was assessed using the CellTiter 96^®^ Non-Radioactive Cell Proliferation Assay kit (#G4000, Promega Inc., Madison, WI, USA). Briefly, after a specific time in culture, 15 mL of 3-(4, 5-dimethylthiazol-2-yl)-2, 5-diphenyltetrazolium bromide (MTT; Promega, Madison, WI, USA) was added to each well for a final concentration of 0.5 mg/mL. Cells were then incubated at 37 °C for an additional three hours in the dark. After the three-hour incubation period, the supernatant was removed, and the stop/solubilizing solution (dimethyl sulfoxide (100 µL)/well) was added to dissolve the formazan crystals. Cells were then incubated further for 15 min at 37 °C with gentle agitation. The absorbance of the final mixture was recorded at 570 nm (formazan absorbance maximum) using a 96-well microplate ELISA reader. Relative number of viable cells was calculated using the mean absorbance at the “N” time point divided by the mean absorbance at 0 h, where N = 24, 48, 72, or 96 h. Each experiment was repeated three times with three to five technical replicates for each treatment group.

### 2.8. Clonogenic Survival Assay

Forty-eight hours after siRNA transfection, cells were cultured in triplicate wells in six-well culture plates for 10 days (3 × 10^3^ cells per well), with the medium replaced every other day. After the 10-day culture period, cells were fixed with 4% paraformaldehyde for 15 min and washed with PBS for 10 min before colonies were stained with crystal violet solution (0.5%) for 15 min [26]. Stained colonies were photographed following de-staining in tap water and air-drying. The bound crystal violet was eluted by the addition of 30% acetic acid (300 μL) to each insert, followed by shaking for 10 min. The eluent from the wells was transferred to a 96-well clear microplate, and the absorbance at 590 nm was measured using a plate reader (Tecan Infinite M200 PRO, AG, Zurich, Switzerland). Each experiment was repeated three times with triplicate wells for each treatment group.

### 2.9. Transwell Cell Migration Assay

Cell migration was assessed using Corning transwell chambers (#3422, Corning Inc., Glendale, AZ, USA). Briefly, cells were seeded in six-well culture plates and cultured until reaching 70–80% confluency before siRNA transfection. Forty-eight hours after transfection under serum-starved conditions, the cells were trypsinized and resuspended in culture medium without fetal bovine serum (FBS). Cells were counted and then diluted at a density of 1 × 10^5^ cells/250 μL in Opti-MEM medium. Subsequently, the cell suspension was seeded into the upper chamber of each transwell. In the lower chamber, 600 μL culture medium with 10% FBS was used as a chemoattractant. The cells were cultured in a humidified incubator at 37 °C with 5% CO_2_ for 24 h. After 24 h, the transwell inserts were washed twice with phosphate-buffered saline (PBS); cells were fixed with 4% paraformaldehyde in PBS for 15 min. Cells on the inside of transwell inserts were gently removed using moistened cotton swabs, while cells retained on the lower surface of the membrane were stained with crystal violet for 10 min. The transwell inserts were washed twice with PBS to remove unbound crystal violet and then air-dried. The migrated cells were observed and imaged with an inverted phase-contrast microscope (EVOS^TM^ XL Core Imaging System, #AMEX1000, ThermoFisher Scientific Inc.). The bound crystal violet was eluted by adding 30% acetic acid (300 μL) onto each insert with shaking for 10 min. The eluent from the lower chamber was transferred to a 96-well clear microplate, and the absorbance at 590 nm was measured using a plate reader (Tecan Infinite M200 PRO). For each treatment group, experiments were performed three times with triplicate samples.

### 2.10. Transwell Cell Invasion Assay

The Corning BioCoat Matrigel Invasion Chamber Kit ((#354480) Corning Inc.) was used to quantitate cell invasion. Following siRNA transfection for 48 h under serum-starved conditions, cells were trypsinized and resuspended in culture medium without FBS. Cells were counted and then diluted at a density of 1 × 10^5^ cells/250 μL in Opti-MEM medium. Serving as a chemoattractant, culture medium with 10% FBS was added (600 μL) to the bottom of each transwell of the invasion chamber plate. Suspended cells (1 × 10^5^ cells/250 µL) were then added to each transwell insert and allowed to migrate. After 24 h, cells were removed from the top surface of the transwell using a cotton swab. Migrated cells were fixed with 4% paraformaldehyde in PBS for 15 min and stained with crystal violet solution for 10 min [37]. To remove unbound crystal violet stain, the transwell inserts were washed twice with PBS, air-dried, and then digitally imaged using a Zeiss stereomicroscope with an attached AxioCam MRC-5 digital camera (Zeiss, Jena, Germany). Bound crystal violet was eluted by adding 30% acetic acid (300 μL) into each insert with shaking on an orbital shaker for 10 min. The eluent from the lower chamber was transferred to a 96-well clear microplate; the absorbance at 590 nm was measured using a plate reader (Tecan Infinite M200 PRO). Each experiment was repeated three times with triplicate samples for each treatment group.

### 2.11. Statistical Analysis

To estimate the statistical significance of differences between the two treatment groups, two-tailed unpaired Student *t*-tests were used. Unless otherwise stated, data were graphically presented as the mean ± standard deviation. Differences with a *p*-value < 0.05 were considered statistically significant; asterisks represent the level of significance: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001. Prism software version 9 (GraphPad Software Inc., San Diego, CA, USA) was used for many of the reported statistical analyses.

## 3. Results

### 3.1. Human Term-Placenta Expresses SRC-2

Immunohistochemistry was performed on human term-placental tissue to identify the cell types within the chorionic villus that express SRC-2 (Figure 1A–E). Immunopositivity for SRC-2 was detected in the majority of syncytiotrophoblasts, which form the outer cell layer of the chorionic villus and are in direct contact with the maternal arterial blood in the intervillous space (IVS). This expression pattern was confirmed by dual immunofluorescence staining for SRC-2 and the syncytiotrophoblast marker, hCG (Figure S1). A smaller population of inner cytotrophoblast cells also exhibit SRC-2 immunopositivity (Figure 1A). Expression of SRC-2 was also observed in stromal cells within chorionic villi as well as in perivascular fibroblasts juxtaposed to fetal blood vessels (Figure 1A–E). Immunohistochemical staining for SRC-3 in human term-placental tissue shows a similar spatial expression pattern in the chorionic villi as SRC-2 (compare Figure 1A–E with Figure 1F).

### 3.2. The HTR-8/SVneo Cell Line Expresses SRC-2

Immunocytochemistry detected strong nuclear staining for SRC-2 expression in HTR-8/SVneo cells (Figure 2A). As validation for the above cell expression data, immunocytochemistry detected negligible SRC-2 expression in HTR-8/SVneo cells following siRNA-mediated knockdown of SRC-2 (Figure 2B), which was further confirmed at the molecular level by immunoblot analysis (Figure 2C). Importantly, the expression levels of SRC-1 and SRC-3 are not affected by SRC-2 knockdown. Together, these results show that SRC-2 is expressed in HTR-8/SVneo cells, which model extravillous trophoblasts, an important extra-embryonic cell type in early placenta development.

### 3.3. Sustained Viability, Motility, and Invasiveness of HTR-8/SVneo Cells Require Normal SRC-2 Expression Levels

Because extravillous trophoblasts rely on sustained viability as well as motile and invasive functions to establish and expand the utero-placental interface [1,2], and because SRC-2 is essential for these cellular functions in other cell types [48,49,50,51], we used a siRNA-mediated knockdown approach in conjunction with established viability/proliferation, clonogenic survival, and migration and invasion assays to determine whether SRC-2 is required for any or all of these cellular properties in HTR-8/SVneo cells (Figure 3).

The standard MTT-based cell viability/proliferation assay, a colorimetric assay that measures viable cell number, demonstrated that the number of viable HTR-8/SVneo cells is markedly reduced at each pre-determined time point in culture when *SRC-2* levels are reduced (Figure 3A). In clonogenic survival assays, the number and size of colonies arising from single HTR-8/SVneo cells were also significantly decreased following *SRC-2* knockdown (Figure 3B–D). Furthermore, transwell assays for cell migration and invasion revealed that SRC-2 is essential for both cellular processes in HTR-8/SVneo cells (Figure 3E–J). These results underscore the importance of SRC-2 in several critical cellular functions that are known to be required by extravillous trophoblasts during early development of the placenta [2].

### 3.4. Genome-Wide Changes in the HTR-8/SVneo Cell Transcriptome Following SRC-2 Depletion

Since SRC-2 is a transcriptional coregulator that controls transcriptome integrity in other cell types and tissues [25,27,38], coupled with the finding that SRC-2 is essential for a number of extravillous trophoblastic cellular functions required for placentation (Figure 2), we used RNA-seq analysis to identify the trophoblastic transcriptome in HTR-8/SVneo cells that is dependent on SRC-2 (Figure 3).

The experimental design for the RNA-seq study is schematically shown in Figure 4A. 

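RNA was sequenced from HTR-8/SVneo cells, an immortalized line of first-trimester trophoblasts that serves in the paper as a model of extravillous trophoblasts. The libraries were 3 from cells transfected with non-targeting (NT) siRNA and 3 from cells transfected with SRC-2 siRNA (60 pmol, 48 h before RNA isolation). The replicates were triplicate wells, so the p-values given with these data measure only the spread between these samples, which may be technical. The paper names a stranded mRNA kit for the libraries. Of 68 histone genes, whose mRNAs lack a poly(A) tail, 56 had a mean of at least 100 FPKM, so how far poly(A) RNA was selected is not settled. Reads in paired ends were aligned to GRCh38 with HISAT2 and counted per gene with HTSeq. The authors deposited FPKM (fragments per kilobase of exon scaled to library depth) for 62813 genes in each library. The paper also removed read duplicates with Picard Tools, and whether the deposited values were made before or after that step is not stated. The versions and the strand setting of the counting are not given, and the study's own comparison was made with DESeq. The FPKM of a library summed to 352588 to 436194, and 11616 genes were listed at 0 in all 6 libraries. Multiplied by exon length from GENCODE release 44, which matched 60811 of the genes, 97.8 to 98.1% of the values under 200 reads were whole multiples (within 0.02) of 1 step per library. The reads recovered in this way came to 447122071, 726463659 and 453805166 in NT siRNA replicates 1, 2 and 3, and to 457647163, 473949846 and 429522413 in SRC-2 siRNA replicates 1, 2 and 3. Of these numbers 31.6 to 33.9% were odd, and whether the mates of a pair were counted separately is not settled, so the depth in fragments may be lower. In the first 1999 of the 2332 rows of Table S1, which are those available here, the authors' normalized counts were a constant multiple of these reads within 1% for 96.2 to 96.8% of the matched rows. Replicate libraries differed beyond sampling noise in every pair (chi-square per gene of at least 55.9). Differences between the groups were tested with limma (moderated variance with a trend on level) on log2(FPKM + 0.1), over the 28086 genes with a mean FPKM of at least 0.1. A gene counted as changed at an adjusted p of at most 0.05 and a fold of at least 1.3 on that scale, which are the thresholds of the paper's methods, and log2 fold changes understate the change of genes with a low FPKM. Exact permutation of 3 libraries against 3 cannot give a p below 0.1. Gene lists were fixed before the deposited values were examined, but not blind to the paper's own results on these libraries. They were tested against the other genes with camera (preset correlation 0.01, adjusted over 43 lists). A single gene was named by a rule fixed before the deposited values were examined, but after the values in the paper's tables had been seen. Members of a count of 5 or fewer were added after their values were seen.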

Briefly, HTR-8/SVneo cells cultured to 70% confluency in triplicate wells of six-well plates were transfected with *NT* or *SRC-2* siRNAs forty-eight hours prior to RNA isolation and sequencing (Figure 4A). Differentially expressed genes between the *NT* siRNA and *SRC-2* siRNA-transfected groups are listed in Table S1, which also includes the results of the gene ontology (GO) analyses. 

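The gene that encodes SRC-2, NCOA2, lies on chromosome 8 from 70109782 to 70403808 of GRCh38. Its RNA fell from 5.92 ± 0.467 FPKM (SD, n = 3) after NT siRNA to 1.51 ± 0.181 FPKM (SD, n = 3) after SRC-2 siRNA. The NT siRNA libraries held 5.48, 6.41 and 5.86 FPKM and the SRC-2 siRNA libraries 1.34, 1.49 and 1.70 FPKM. The log2 fold change was −1.90 (standard error 0.11, 95% confidence interval −2.17 to −1.64, adjusted p = 0.000257 from limma). All 3 values after SRC-2 siRNA lay below all 3 after NT siRNA (exact permutation test on both sides, p = 0.1, the smallest that 3 against 3 allow).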

As expected, the expression of SRC-2 was significantly downregulated (log2 fold change: −1.95) in the HTR-8/SVneo cell group that was transfected with SRC-2 siRNAs (yellow highlighted row).

The FPKM values for all genes were analyzed by principal component analysis (PCA; (Figure 4B)). The PCA demonstrates a significant separation between the cell triplicates that were transfected with either *NT* siRNAs or *SRC-2* siRNAs (Figure 4B). Both a volcano plot and an expression heatmap provide a genome-wide perspective of the transcriptional changes that follow *SRC-2* knockdown (Figure 4C and Figure 3D, respectively). 

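In SRC-2 siRNA replicate 1, the RNAs of NCOA2, of the collagenase MMP1 and of the chemokine CXCL8 lay as far from the NT siRNA mean as in replicates 2 and 3. Positions were taken on untransformed FPKM, with the NT siRNA mean at 0 and the mean of replicates 2 and 3 at 1. These RNAs stood at 1.06, 0.97 and 0.98. The mitochondrial mRNA MT-CO1 and the 7SL RNA gene RN7SL1 stood at 0.27 and 0.25 (these 5 genes were chosen after their values were seen). Over the 10995 genes changed when this library was left out, the median position was 0.65. Those genes were called with replicates 2 and 3, which also set the end of the scale, so selection alone can put the median below 1. Replicates 2 and 3 were not placed in this way. In a principal component analysis of the tested genes (prcomp, centred, log2 scale), the first component held 61.6% of the variance and separated the groups. The NT siRNA libraries scored −58.5, −39.0 and −52.3 and the SRC-2 siRNA libraries 27.0, 58.6 and 64.2 on it. The second component held 12.1%, with SRC-2 siRNA replicate 1 at −44.5 and the other libraries between −2.04 and 32.5. The components carry no test, and untransformed FPKM, centred and not scaled, put 96.2% of the variance on the first.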

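Among changed genes with a mean of at least 1 FPKM, an established symbol and groups that do not overlap, the largest rise was that of MMP1, an interstitial collagenase encoded on chromosome 11 from 102789401 to 102798160, which went from 2.88 ± 0.246 FPKM (SD, n = 3) after NT siRNA to 144 ± 23.4 FPKM (SD, n = 3) after SRC-2 siRNA. Its log2 fold change was 5.59 (standard error 0.13, adjusted p = 2.06e-05 from limma). The genes of the chemokines CXCL8, CXCL1 and CXCL6 and of the cytokine IL1B rose by 3.58, 3.27, 2.78 and 2.81 on the log2 scale. ESM1, which encodes a secreted proteoglycan, reached 2.62 ± 0.370 FPKM (SD, n = 3) from 0.0388 ± 0.0142 FPKM (SD, n = 3; log2 fold change 4.29), and KRTAP2-3, SERPINB7 and TMEM158 rose by 4.25, 3.20 and 2.88. Among the falls, the protease relative CAPN6 changed by −3.06, the protocadherin PCDH10 by −2.28, the transcription cofactor LBH by −2.27 and the troponin gene TNNC1 by −2.21. BMF, whose product promotes apoptosis, fell by 2.06 on the log2 scale, and BMF-AS1, which overlaps it on the other strand, by 2.55. The keratin KRT85 held 4.48, 3.35 and 2.34 FPKM after NT siRNA and 1.63, 0.0630 and 0.185 FPKM after SRC-2 siRNA (log2 fold change −2.97, adjusted p = 0.0278 from limma), and its call was lost when any single library but SRC-2 siRNA replicate 1 was left out. With a pseudocount of 1 the log2 fold changes of CXCL8 (1.73), IL1B (1.85), ESM1 (1.80), KRTAP2-3 (2.10), SERPINB7 (1.66), CAPN6 (−1.47), TNNC1 (−1.34) and KRT85 (−1.53) were smaller by over 1.5 times. Values of WTAPP1 (5.25), which overlaps MMP1 on the other strand, and of BMF-AS1 are uncertain because the strand setting of the counting is not stated. The processed pseudogenes HMGN2P21 (−3.07), WBP1P2 (−2.58), WBP1P1 (−2.22) and CALM2P3 (−2.25) can share reads with their parent genes, and the values of all but WBP1P1 were likewise smaller with that pseudocount.

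**Figure D1:**
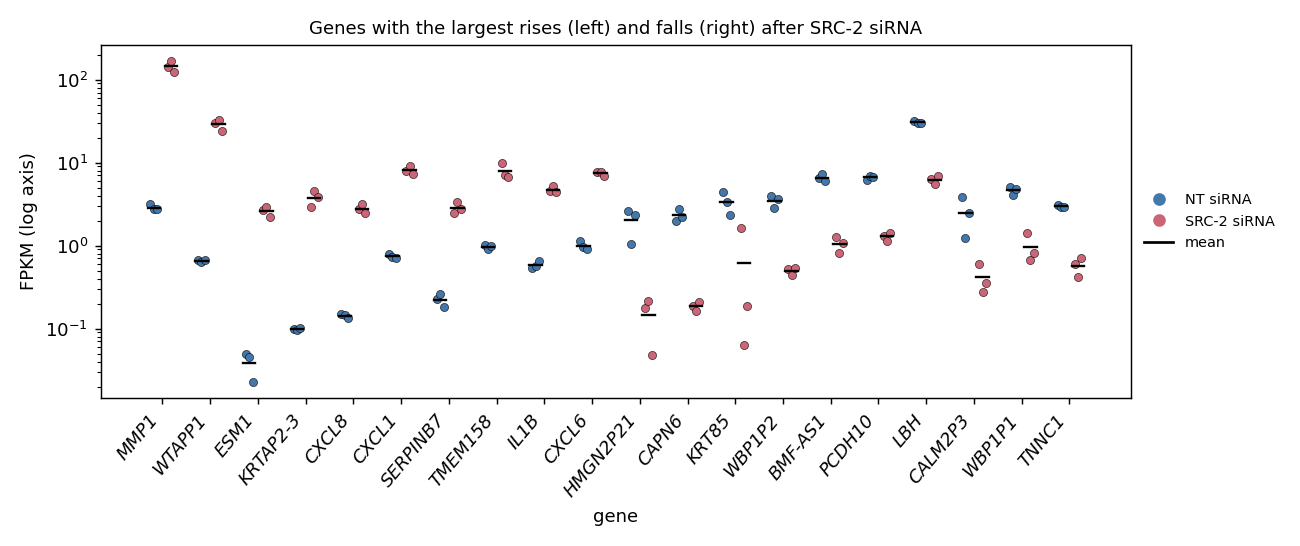
FPKM on a log axis in each library (points) with group means (lines), for the 10 genes with the largest rises and the 10 with the largest falls among changed genes with a mean FPKM of at least 1, an established symbol and groups that do not overlap, which was a condition of the choice. MMP1 lies between 2.74 and 3.16 FPKM after NT siRNA and between 123 and 169 FPKM after SRC-2 siRNA.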

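After SRC-2 siRNA, 4498 genes were higher and 4955 lower than after NT siRNA (limma, adjusted p of at most 0.05 and at least 1.3-fold, of 28086 genes tested). Of 14338 protein-coding genes, 2734 were higher and 2904 lower, and of 6801 long noncoding RNA genes 802 and 1278. Collagen genes moved mostly down, with 14 of 23 lower, among them COL3A1 (−1.91), COL5A1 (−1.32) and COL12A1 (−1.25), and 4 higher, COL17A1, COL13A1, COL6A3 and COL27A1 (4 higher and 14 lower when adjusted over the list alone). The camera test gave the list an adjusted p = 0.00109 (adjusted p = 0.564 with an estimated correlation). All 13 mRNAs of the mitochondrial genome were higher, led by MT-ND2 (2.45) and MT-CO2 (1.90), with a median log2 fold change of 1.66 (adjusted p = 6.43e-05 from camera, adjusted p = 0.481 with an estimated correlation, 13 higher when adjusted over the list alone). Their mean log2 level was 5.38 to 6.31 in the NT siRNA libraries, 6.83 in SRC-2 siRNA replicate 1 and 7.70 and 8.08 in replicates 2 and 3. The groups did not overlap in 14629 genes (52.1%), where chance gives 10% for a single gene. Genes of a library can move together, so the gap between these shares is no test of the grouping. Leaving out SRC-2 siRNA replicate 1 gave 5759 higher and 5236 lower, and leaving out replicate 2 gave 2612 and 3252. A fold of at least 2 (1 on the log2 scale) left 1091 higher and 1014 lower.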

Attaining the predetermined FDR (≤0.05) and IFCI (≥1.3) cutoffs, the RNA-seq analysis identified 3807 DEGs (1832 upregulated and 1975 downregulated) in HTR-8/SVneo cells following *SRC-2* knockdown. 

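Among the most abundant RNAs, with a mean of at least 100 FPKM, 112 of 407 genes were higher after SRC-2 siRNA and 76 lower. The glycolytic enzyme gene GAPDH went from 1308 ± 245 to 2557 ± 145 FPKM (SD, n = 3 each), a log2 fold change of 0.98 (adjusted p = 0.00619 from limma). The chaperone genes HSP90AA1 and HSPA8 and the ubiquitin gene UBC were likewise higher, by 1.29, 1.03 and 0.92, while ACTB did not pass (0.27, adjusted p = 0.216 from limma). Between 10 and 100 FPKM, 1025 of 4689 genes were higher and 875 lower, and between 1 and 10 FPKM 2271 and 2450 of 11238. Of the 11752 genes with a mean of 0.1 to 1 FPKM, 1090 were higher and 1554 lower. The median standard error of the log2 fold change was 0.21 in that lowest range and 0.10 to 0.12 above it. In that range 22.5% of genes were changed, against 40.5 to 46.2% above it, and changes of matched size were not compared. GAPDH and ACTB were chosen after their values were seen, and the call of GAPDH was lost when no filter on level was set.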

The relationship between the log2 fold change and the mean normalized count of the DEG dataset is also graphically displayed in the MA plot (Figure 4E).

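Targets and feedback genes of ERK1/2 signaling were mostly higher after SRC-2 siRNA. Of 20 measured, 16 were higher, among them PHLDA1 (2.12), CCND1 (2.11), FOSL1 (1.95) and ETV4 (1.87), and 3 were lower, EGR1, FOS and EPHA4 (17 higher and 3 lower when adjusted over the list alone). Their median log2 fold change was 1.18 (adjusted p = 5.94e-08 from camera), and this call was lost with an estimated correlation (adjusted p = 0.219). Of 17 chemokine and cytokine genes, 13 were higher, with CCL2 (2.29), IL24 (2.27) and IL6 (1.45, or 0.92 with a pseudocount of 1) beside the CXC chemokines, and IL34 was lower (−1.75; 14 higher and 1 lower when adjusted over the list alone). This list had a median of 1.27 (adjusted p = 2.48e-07 from camera), a call likewise lost with an estimated correlation (adjusted p = 0.219). Of 29 genes of coagulation and wound repair, 14 were higher, including the urokinase receptor gene PLAUR (2.51), CD44 (1.89) and SERPINE1 (1.74), and 7 lower (14 higher and 7 lower when adjusted over the list alone). Of 34 G protein-coupled receptor genes, 14 were higher, among them GRPR (2.76), GPR4 and the lysophosphatidic acid receptors LPAR1 (1.33) and LPAR3 (1.21), and 9 lower (14 higher and 11 lower when adjusted over the list alone; 13 higher and 3 lower, with LPAR3 at 0.80, with a pseudocount of 1). Neither of these lists passed as a net shift in 1 direction (adjusted p = 0.0546 and 0.188 from camera). The call of the coagulation and wound list was gained under several other settings. Camera does not ask whether changed genes of both directions are enriched, and that was not tested here. Of all 28086 genes tested, 4498 were higher and 4955 lower. Table S1 also names the changed genes of each GO term, which the study chose on these samples. Of its wound healing genes, 31 were higher and 24 lower of 56 tested, and of its ERK1 and ERK2 cascade genes 28 and 16 of 44. Its cytokine activity genes divided into 19 higher and 11 lower of 30, and its G protein-coupled peptide receptor genes into 4 and 14 of 19. SRC-2 siRNA replicate 1 stood at 1.00 of the way to the other replicates for the ERK1/2 genes and at 0.97 for the chemokines and cytokines.

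**Figure D2:**
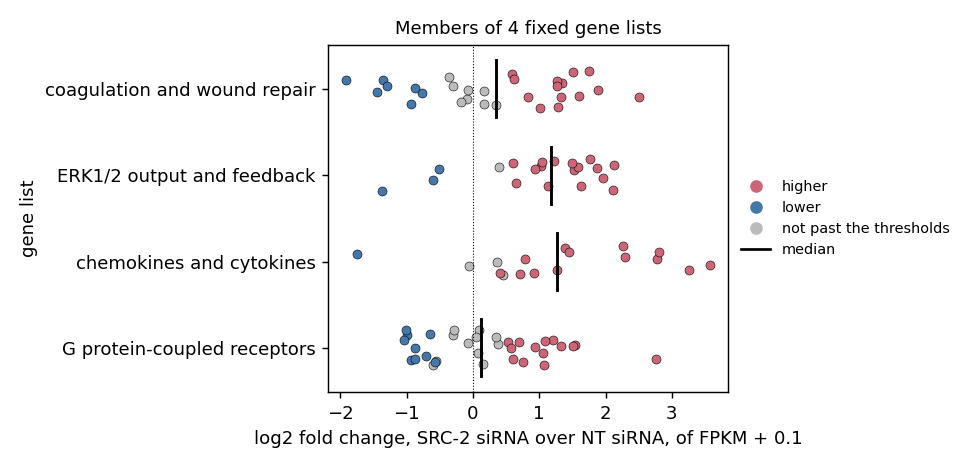
Log2 fold change of each measured member (points) of the 4 lists, SRC-2 siRNA over NT siRNA on log2(FPKM + 0.1), with the median of each list (line). Points are colored by whether the gene was higher, lower or not past the thresholds, and are spread vertically only to separate them.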

Initial gene ontology analysis revealed an enrichment for genes in the DEG dataset that is associated with general biological pathways involved in wound healing, extracellular signal-activated kinase 1 (ERK1) and ERK2 signaling, cytokine activity, and G-protein coupled receptor activity (Figure S2). In addition, KEGG pathway analysis of the DEGs showed an overrepresentation of pathways involved in phosphoinositide 3-kinase (PI3K)/AKT signaling, cell adhesion, and extracellular matrix (ECM)–receptor interactions (Figure S2). 

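Within the core of PI3K/AKT signaling, 12 of 37 genes were higher after SRC-2 siRNA, among them the kinase SGK1 (1.37) and the insulin receptor substrate IRS2 (0.77). The lower ones were FOXO4, FOXO3, PIK3CD and the regulatory subunit PIK3R3 (−0.88), with 12 higher and 4 lower when adjusted over the list alone. These counts rested on single libraries, with 4 higher and 4 lower when NT siRNA replicate 3 or SRC-2 siRNA replicate 2 was left out, 5 higher and 4 lower without SRC-2 siRNA replicate 3 and 16 higher and 5 lower without SRC-2 siRNA replicate 1. Cell adhesion molecule genes went both ways, 10 higher and 9 lower of 34, with CDH4 (0.87, or 0.54 with a pseudocount of 1) and ICAM1 (1.05) up and F11R (−1.41) and CADM4 (−1.13) down (11 higher and 9 lower when adjusted over the list alone). They were 7 higher and 5 lower when NT siRNA replicate 3 or SRC-2 siRNA replicate 2 was left out, 8 higher and 3 lower with a pseudocount of 1 and 16 higher and 11 lower in limma-voom on recovered reads. Genes of ECM-receptor interaction also went both ways, 15 higher and 13 lower of 49 (16 higher and 14 lower when adjusted over the list alone). The integrin subunit ITGB4 fell from 12.6 ± 0.800 to 3.19 ± 0.380 FPKM (SD, n = 3 each) and VTN, which encodes vitronectin, by 2.13 on the log2 scale, whereas ITGA6 rose by 1.77 and the matrix protein gene TNC by 1.16. As a set, the PI3K/AKT core had a median log2 fold change of 0.23 (adjusted p = 0.0373 from camera, adjusted p = 0.481 with an estimated correlation), and its call was also lost under several other settings. The adhesion and ECM-receptor lists showed no net shift in 1 direction (adjusted p = 0.483 and 0.949 from camera), and the latter had a median of −0.09 and a mean of 0.03. Camera does not ask whether changed genes of both directions are overrepresented, as the paper's KEGG analysis did, and that was not tested here. Of all 28086 genes tested, 4498 were higher and 4955 lower.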

Interestingly, many of these enriched pathways are known to govern trophoblast cell physiology [52,53,54,55]. Together, these findings indicate that SRC-2 regulates biological responses that are in line with cellular phenotypes that underpin trophoblast functions.

### 3.5. Gene Expression Associated with Trophoblastic Biology and WNT Signaling Are Significantly Reduced in HTR-8/SVneo Cells Following SRC-2 Depletion

Analyses of the HTR-8/SVneo cell DEG dataset also showed a significant reduction in the expression levels of the following genes that have previously been shown to be expressed in extravillous trophoblasts and/or HTR-8/SVneo cells; these include Calpain 6 (CAPN6) [56], Cyclin-dependent kinase inhibitor 1C (CDKN1C) [57], deiodinase type 2 (DIO2) [58], follistatin-like 3 (FSTL3) [59,60,61], forkhead box 4 (FOXO4) [62,63], and human leukocyte antigen-G (HLA-G) [64,65,66,67] (Figure 5A); expression validation of these genes by qRT-PCR is displayed in Figure 5B.

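CAPN6 fell from 2.32 ± 0.426 FPKM (SD, n = 3) after NT siRNA to 0.188 ± 0.0233 FPKM (SD, n = 3) after SRC-2 siRNA (standard error of the log2 fold change 0.16, adjusted p = 0.000223 from limma; log2 fold change −1.47 with a pseudocount of 1). FSTL3, a secreted inhibitor of activins, fell from 33.5 ± 3.94 to 13.1 ± 1.84 FPKM (SD, n = 3 each), a log2 fold change of −1.35 (adjusted p = 0.000849 from limma). FOXO4 went from 5.30 ± 0.417 to 2.42 ± 0.0685 FPKM and CDKN1C from 5.41 ± 0.435 to 2.63 ± 0.489 FPKM (SD, n = 3 each), log2 fold changes of −1.10 and −1.03 (adjusted p = 0.000524 and 0.00306 from limma). DIO2 and HLA-G lay under the filter on level and were tested in a fit without it. DIO2 held 0.136 ± 0.0244 and then 0.0498 ± 0.0236 FPKM (SD, n = 3 each; log2 fold change −0.66, adjusted p = 0.0399 from limma), and its call was lost with a pseudocount of 1 or 0.01, with the replicate number as a block and when any single library but SRC-2 siRNA replicate 3 was left out. HLA-G held 0.0876 ± 0.0212 and then 0.0312 ± 0.0143 FPKM (SD, n = 3 each; log2 fold change −0.51, adjusted p = 0.0457 from limma), and its call was lost under most other settings. From the levels of DIO2 and HLA-G, even complete loss stays under 1.3-fold with a pseudocount of 1, so that setting cannot test them. Reads of HLA-G can be shared with other HLA class I genes. These 6 genes were chosen by the study on these samples, and the 4 above the filter were all lower (4 lower when adjusted over the list alone, which is not independent evidence; adjusted p = 0.00109 from camera, a call lost with an estimated correlation at adjusted p = 0.219). Of a separate list of 16 measured extravillous trophoblast markers, 8 were higher, among them SERPINE1, PAPPA (1.10) and ITGA5 (0.93), and 5 were lower, FSTL3, CDKN1C, NOTUM, PLAC8 and MMP2 (8 higher and 5 lower when adjusted over the list alone). That list showed no net shift in 1 direction (adjusted p = 0.34 from camera).

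**Figure D3:**
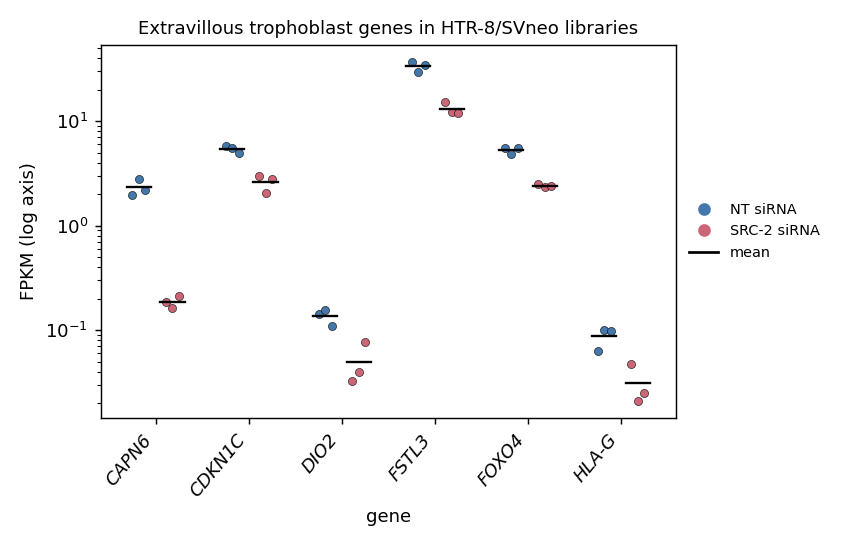
FPKM on a log axis in each library (points) with group means (lines) for the 6 extravillous trophoblast genes. Points of the groups do not overlap for any of these genes, and DIO2 and HLA-G are the lowest of them.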

In addition, the dysregulated expression of the following trophoblast stem cell markers: Aldehyde dehydrogenase 1 family member A1 (ALDH1A1) [68], C-C motif chemokine receptor 7 (CCR7) [69], and laminin subunit beta-3 (LAMB3) [70] in HTR-8/SVneo cells following *SRC-2* knockdown is shown in Figure S3A,B.

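LAMB3, a chain of laminin, rose from 2.66 ± 0.0842 FPKM (SD, n = 3) after NT siRNA to 8.11 ± 2.14 FPKM (SD, n = 3) after SRC-2 siRNA, a log2 fold change of 1.54 (standard error 0.18, adjusted p = 0.00169 from limma). The chemokine receptor gene CCR7 fell from 0.221 ± 0.0424 to 0.0613 ± 0.0175 FPKM (SD, n = 3 each), a log2 fold change of −0.99 (adjusted p = 0.00819 from limma). With a pseudocount of 1 CCR7 could not reach 1.3-fold from this level even if lost entirely. ALDH1A1 held 0.0116, 0.0115 and 0.00284 FPKM after NT siRNA and was listed at 0 in all 3 SRC-2 siRNA libraries. It did not pass the fit without a filter on level (adjusted p = 0.107 from limma). From this level even complete loss stays under 1.3-fold with the pseudocount of 0.1, so this fit could not call ALDH1A1 changed. The study chose these 3 genes on these samples. Of a separate list of 13 measured cytotrophoblast and trophoblast stem cell markers, 6 were higher, among them GATA3 (1.04), TFAP2C (1.02) and TEAD4 (0.46), and SPINT1 and KRT8 were lower (6 higher and 2 lower when adjusted over the list alone). As a whole that list did not pass (adjusted p = 0.0958 from camera).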

A significant number of studies implicate different components of the wingless-type MMTV integration site (WNT) family member signaling pathway in the regulation of human placental development and trophoblast differentiation [71,72]. 

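Among WNT ligand genes, WNT5A rose from 11.3 ± 0.637 to 19.3 ± 1.76 FPKM (SD, n = 3 each), a log2 fold change of 0.77 (adjusted p = 0.00158 from limma), and WNT7B rose by 0.76. WNT2B was lower (−0.83), as was WNT11 (−0.60). With a pseudocount of 1 WNT7B and WNT2B kept their calls at 0.45 and −0.42. Of the 11 ligand genes measured, 2 were higher and 5 lower (2 higher and 5 lower when adjusted over the list alone). Of 14 receptor and coreceptor genes, FZD8 (1.32), RYK (0.60) and ROR1 were higher, and FZD1 (−0.76), FZD7 (−0.59), FZD6 and FZD2 were lower (4 higher and 4 lower when adjusted over the list alone). Of 5 secreted inhibitor genes measured, DKK1 and SFRP1 were higher and FRZB (−0.79) and NOTUM (−0.81, short of 1.3-fold with a pseudocount of 1) lower (2 higher and 2 lower when adjusted over the list alone). CTNNB1, which encodes β-catenin and was chosen after its values were seen, held 33.7 ± 1.41 FPKM after NT siRNA and 33.0 ± 2.03 FPKM after SRC-2 siRNA (SD, n = 3 each; 95% confidence interval of the log2 fold change −0.21 to 0.15). No list of WNT genes passed as a net shift in 1 direction (adjusted p = 0.63 for ligands, 0.917 for receptors and 0.498 for secreted inhibitors from camera). These lists are small, and WNT2 and WNT8B lay under the filter and did not enter the test. Not passing therefore does not show that these genes were unchanged. The ligands had a median of −0.08, against −0.90 (3 higher and 7 lower) in limma-voom on recovered reads, chosen after seeing the data, and 0.30 (2 higher and 0 lower) with a filter at a mean FPKM of 1, and the receptors had a median of −0.02 and a mean of 0.03.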

In our RNA-seq analyses, we found that the expression of a number of WNT signaling members is dysregulated in HTR-8/SVneo cells following *SRC-2* knockdown. For example, our analysis revealed significant decreased expression for the following WNT genes: WNT2, WNT4, WNT6, WNT8B, and WNT9A, and increased expression of the WNT inhibitors: Dickkopf WNT signaling pathway inhibitor 1 (*DKK1*) and secreted frizzled related protein 1 (*SFRP1* (Figure 6A)). 

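DKK1 rose from 29.1 ± 1.41 FPKM (SD, n = 3) after NT siRNA to 63.3 ± 3.29 FPKM (SD, n = 3) after SRC-2 siRNA, and SFRP1 from 15.4 ± 0.355 to 38.3 ± 1.27 FPKM (SD, n = 3 each), log2 fold changes of 1.12 and 1.30 (adjusted p = 0.000328 and 0.000188 from limma). The 5 ligand genes were at lower levels. WNT9A fell from 0.846 ± 0.0336 to 0.310 ± 0.0779 FPKM and WNT4 from 0.468 ± 0.0356 to 0.213 ± 0.0622 FPKM (SD, n = 3 each), log2 fold changes of −1.22 and −0.88 (adjusted p = 0.00269 and 0.0104 from limma). WNT6 held 0.175 ± 0.0601 and then 0.0636 ± 0.0249 FPKM (SD, n = 3 each; log2 fold change −0.73, adjusted p = 0.0495 from limma), and its call was lost under most other settings. WNT2 and WNT8B lay under the filter on level and were tested without it. WNT2 fell from 0.0972 ± 0.0240 to 0.0253 ± 0.00663 FPKM and WNT8B from 0.0830 ± 0.0119 to 0.0193 ± 0.00572 FPKM (SD, n = 3 each), log2 fold changes of −0.65 and −0.62 (adjusted p = 0.016 and 0.00796 from limma). The call of WNT2 was lost without SRC-2 siRNA replicate 2 or 3. With a pseudocount of 1 WNT4 fell short of 1.3-fold and WNT9A kept its call at −0.50. WNT2, WNT6 and WNT8B are too low to reach 1.3-fold with that pseudocount even if lost entirely, so that setting cannot test them. WNT5B, named because Fig. 6A carries a label WNT5, held 2.97 ± 0.275 and 2.81 ± 0.437 FPKM (SD, n = 3 each; log2 fold change −0.08, adjusted p = 0.643 from limma). The study chose these ligands other than WNT5B, and both inhibitors, on these samples. Of the 5 of them above the filter 2 were higher and 3 lower, also when adjusted over the list alone (not independent evidence), and their median (−0.73) and mean (−0.08) lay below 0 while camera pointed to higher values (adjusted p = 0.926).

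**Figure D4:**
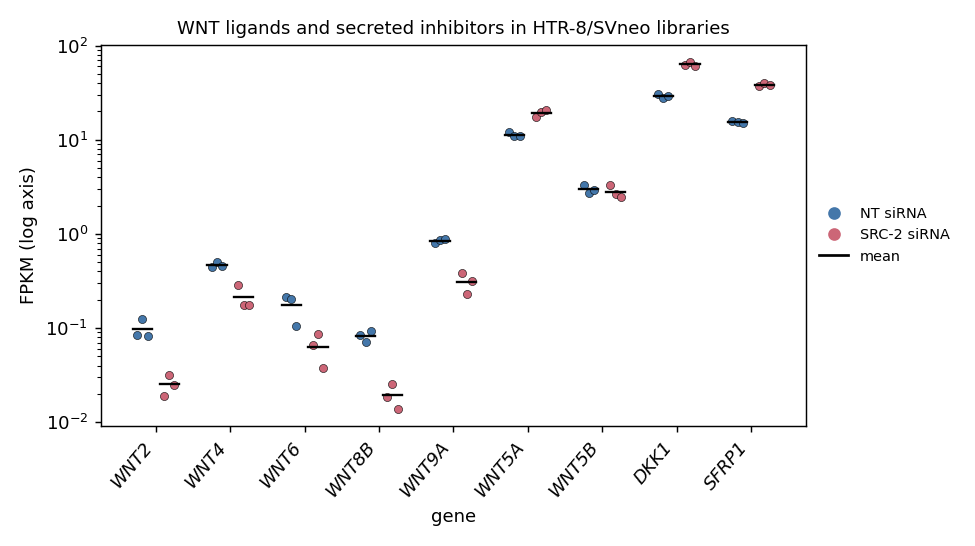
FPKM on a log axis in each library (points) with group means (lines) for WNT ligand genes and the secreted inhibitors DKK1 and SFRP1. The inhibitors lie above 10 FPKM in every library, and WNT2, WNT4, WNT6, WNT8B and WNT9A lie below 1 FPKM.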

At the RNA level, the expression of these genes was validated by qRT-PCR (Figure 6B).

### 3.6. Human Term-Placental Tissue and HTR-8/SVneo Cells Express WNT9A

Immunohistochemical analysis reveals that WNT9A is expressed in human chorionic villi in term placental tissue and in cell types that are similar to cells (i.e., syncytiotrophoblasts and stromal cells) that express SRC-2 (Figure 7A). Both Western immunoblotting and immunocytochemistry demonstrate that WNT9A is not only expressed in HTR-8/SVneo cells but that its full expression is dependent on SRC-2 (Figure 7B–D).

### 3.7. Attenuation of WNT9A Expression Significantly Reduces the Sustained Viability, Motility, and Invasiveness of HTR-8/SVneo Trophoblast Cells

To showcase the utility of this RNA-seq dataset, WNT9A was chosen further for analyses because this Wnt ligand has not been previously associated with trophoblast biology. Accordingly, the functional importance of WNT9A expression to the viability, invasion, and migration properties of the HTR-8/SVneo cells following *WNT9A* siRNA-mediated knockdown was assessed by in vitro assays described above. Similar to SRC-2 (Figure 3), these assays revealed that WNT9A expression is essential for optimum HTR-8/SVneo cellular viability, invasion, and migration (Figure 8).

Collectively, these assays provide functional support for the proposal that WNT9A expression, which is dependent on SRC-2, is essential for trophoblastic functions linked with the development and expansion of the embryonic placenta.

## 4. Discussion

From endometrial receptivity to decidualization, uterine-derived SRC-2 is essential for pregnancy establishment [23]. Studies here are the first to support a possible role for embryonic-derived SRC-2 in pregnancy initiation, suggesting distinct roles for SRC-2 in the maternal and fetal compartments of the placenta during the peri-implantation period. Further underscoring SRC-2’s possible multifunctionality in placental biology, SRC-2 is expressed in many placental cell types—syncytiotrophoblasts, cytotrophoblasts, perivascular fibroblasts, and stromal cells—of the chorionic villus, each known to exhibit specialized roles in ensuring normal placental development and/or function [6].

Using the immortalized first-trimester trophoblast HTR-8/SVneo cell line, established in vitro assays demonstrated an indispensable role for SRC-2 in sustaining HTR-8/SVneo cell viability and in maintaining this cell type’s optimum migratory and invasive properties. From a physiological perspective, these findings are significant as extravillous trophoblasts migrate from the anchoring chorionic villus to invade the maternal decidual basalis to ensure a strong uteroplacental interface [9]. Apart from remodeling the endometrial stromal environment, extravillous trophoblasts transform into endovascular trophoblasts, which convert maternal spiral arterioles into large dilated uteroplacental arteries, essential for normal functioning of the fetomaternal nutrient and gas exchange interface. Impairments in this vasodilation enhancement are attributable to obstetrical complications, such as preeclampsia, fetal growth restriction, and preterm birth [1,16,19,20,73,74,75].

In support of SRC-2 as a potent transcriptional coregulator in the HTR-8/SVneo cell, transcriptomic analyses revealed that the expression levels of a significant number of genes, previously ascribed to the placental phenotype in general or to the trophoblast phenotype specifically, are markedly changed as a consequence of SRC-2 depletion. Interestingly, the expression levels of select members of the WNT signaling pathway are significantly altered when SRC-2 levels are reduced. As a result of this SRC-2 deficit, the net transcriptional changes in WNT signaling components in the HTR-8/SVneo cell result in a reduction in WNT signaling activity. 

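Of 13 measured target genes of β-catenin, CCND1 and MYC were higher after SRC-2 siRNA, and TNFRSF19, NOTUM, BAMBI and AXIN2 were lower (3 higher and 4 lower when adjusted over the list alone). AXIN2, a feedback inhibitor of the pathway, had a log2 fold change of −0.51 (adjusted p = 0.00985 from limma), TNFRSF19 of −1.07 (−0.66 with a pseudocount of 1) and BAMBI of −0.65. MYC, which growth factor signaling also induces, rose from 16.9 ± 0.580 to 34.8 ± 1.24 FPKM (SD, n = 3 each). The target list had a median log2 fold change of −0.0027 and a mean of 0.06 (adjusted p = 0.926 from camera), the sign of the median changed under several other settings, and RNA levels do not measure signaling. From the net change in the RNAs of WNT components, the paper concludes that WNT signaling activity is reduced in these cells.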

In the context of placental development, canonical WNT-activated signal transduction is known to be pivotal for the renewal of the trophoblast stem cell and its differentiation into syncytiotrophoblasts and extravillous trophoblast cell lineages [72,76,77,78,79]. These studies underscore the proposal that tight coordination between the maintenance of trophoblast stemness and trophoblast stem cell differentiation is critical to the development of a healthy placenta.

Apart from maintaining trophoblastic stemness or specifying a program of trophoblast differentiation, WNT signaling is essential for the functioning—migration and invasion—of the extravillous trophoblast once formed [80,81,82,83,84]. Along with established WNT factors in trophoblast function (WNT2, WNT4, WNT6, WNT8B, DKK1, SFRP1 [81,85,86,87,88,89,90,91], we reveal that the expression of WNT 9A is reduced with SRC-2 knockdown. A paralog of WNT 9B, WNT9A (initially named WNT 14), is a secreted WNT ligand driving both canonical and non-canonical WNT signaling pathways [92]. Zebrafish and mouse model studies have shown that WNT 9A activity is linked to a broad spectrum of physiologies, ranging from specification of hematopoietic stem cells from embryonic stem cells, embryonic patterning, to organogenesis [92]. Although there is a limited understanding of WNT 9A in the trophoblast cell lineage, early studies document WNT9A expression in the trophectoderm of the murine embryo [93]. Interestingly, analysis of recent transcriptomic datasets derived from placental tissue biopsied from pregnancies of healthy normotensive women (n = 147) and women diagnosed with preeclampsia (n = 91) [94] show that WNT 9A along with SRC-2 are significantly reduced in placenta tissue from preeclampsia patients (WNT 9A: (Log2FC(DESeq2) = −0.22; adjusted *p*-value 0.032); SRC-2: (Log2FC(DESeq2) = −0.09; adjusted *p*-value: 0.029) https://www.obgyn.cam.ac.uk/placentome [94]; accessed 4 October 2024). Given that the activities of SRC family members and WNT signaling intersect in other physiological systems [95,96,97] along with our cell-based results here, it is not unreasonable to propose that WNT 9A may represent one of a number of WNT activation transduction pathways through which SRC-2 controls extravillous trophoblast cell migration and invasion.

Using the HTR-8/SVneo cell model, previous studies have shown that SRC-3, a close relative of SRC-2, is critical for HTR-8/SVneo cell invasive and migratory functions, whereas, unlike SRC-2 (Figure 2A), SRC-3 is not required for HTR-8/SVneo cell viability [30]. These studies also showed that SRC-3 directly interacts with AKT as a mechanism by which SRC-3 regulates HTR-8/SVneo cell migration and invasion. 

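The RNAs of the 3 AKT kinases did not pass the test after SRC-2 siRNA. AKT1 had a log2 fold change of −0.02, AKT2 of −0.14 and AKT3 of 0.10 (adjusted p = 0.829, 0.139 and 0.655 from limma), and the phosphatase gene PTEN one of 0.36 (adjusted p = 0.0763 from limma). These 4 genes were chosen after their values were seen. Of 46 genes of ligands and receptors that feed PI3K, 16 were higher, among them IL6, LPAR1 and LPAR3, and 11 were lower, including PDGFRB (−1.02), with 17 higher and 13 lower when adjusted over the list alone, and 9 higher and 10 lower with a pseudocount of 1. As a whole they showed no net shift in 1 direction (adjusted p = 0.386 from camera). For the core genes of the pathway, SRC-2 siRNA replicate 1 stood at 0.49 of the way from NT siRNA to replicates 2 and 3.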

Interestingly, our transcriptomic studies predict that the PI3K/AKT signaling pathway may also be adversely affected with SRC-2 depletion in the HTR-8/SVneo cell. Future studies will address this proposal along with addressing whether SRC-2 is critical for the development of the syncytiotrophoblast and/or extravillous trophoblast cell lineages from the cytotrophoblastic stem cell through use of the human trophoblast stem cell model [98,99].

## 5. Conclusions

Our investigations highlight an unsuspected role for SRC-2 in trophoblastic cell functions that are known to drive mammalian placentation. Cell-based assays paired with transcriptomic analysis reveal that select components of the WNT signaling pathway can mediate SRC-2’s role in maintaining the sustained viability, motility, and invasion of the extravillous trophoblast. Together, these findings support an indispensable role for SRC-2 and its WNT effectors in maintaining optimum functioning of the extravillous trophoblast, a placental cell type that is essential for early pregnancy establishment.

## Figures and Tables

**Figure 1:**
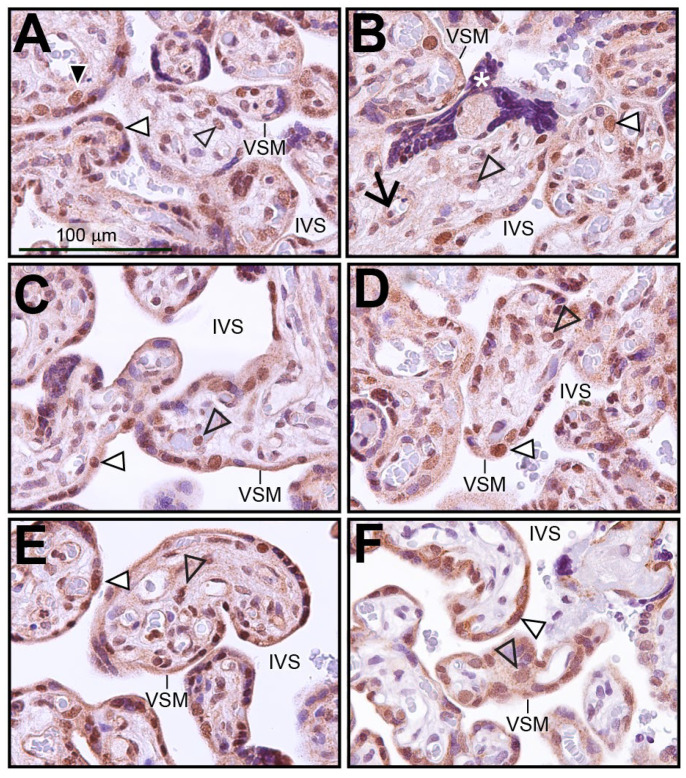
Expression of SRC-2 in human term-placental tissue: (**A**–**E**) Immunohistochemical staining shows the location of SRC-2 protein expression in chorionic villi of human term (39 weeks)-placental tissue from five subjects. The intervillous space (IVS) and the vasculosyntial membrane (VSM) demarcating maternal blood sinusoids are indicated. White triangle indicates a nucleus of the syncytiotrophoblast cell layer that is positive for SRC-2 expression. White asterisk highlights a syncytial knot, which is a prominent feature in the term placenta [47]. Expression of SRC-2 is also evident in sparsely distributed cytotrophoblasts ((**A**) (black triangle)), in perivascular fibroblasts of fetal blood vessels ((**B**) black arrow), stromal cells of the chorionic villus (open arrowhead), and in syncytiotrophoblasts (white triangle). (**F**) Immunohistochemical staining reveals a similar expression pattern for SRC-3. Scale bar in (**A**) applies to all panels.

**Figure 2:**
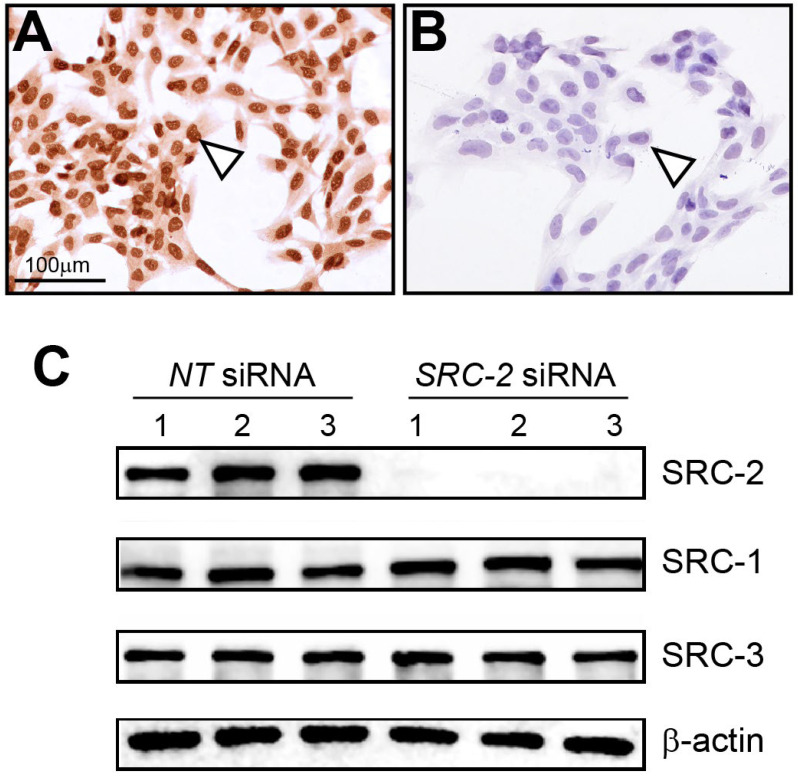
Expression of SRC-2 in HTR-8/SVneo cells: (**A**) Immunocytochemistry shows strong nuclear staining for SRC-2 expression in HTR-8/SVneo cells (white triangle). (**B**) Knockdown of SRC-2 results in negligible SRC-2 expression in HTR-8/SVneo cells (white triangle), demonstrating the specificity and efficacy of this siRNA-mediated gene knockdown approach. (**C**) Western immunoblot confirms both strong SRC-2 expression in HTR-8/SVneo cells (*NT* (control) siRNA group) and negligible SRC-2 expression (*SRC-2* siRNA group); lanes 1–3 represent replicates for HTR-8/SVneo cells transfected with either *NT* siRNA or siRNA targeting *SRC-2*. The expression levels of SRC-1 and SRC-3 are not altered in HTR-8/SVneo cells following *SRC-2* knockdown; β-actin is a loading control. Scale bar in panel (**A**) applies to panel (**B**).

**Figure 3:**
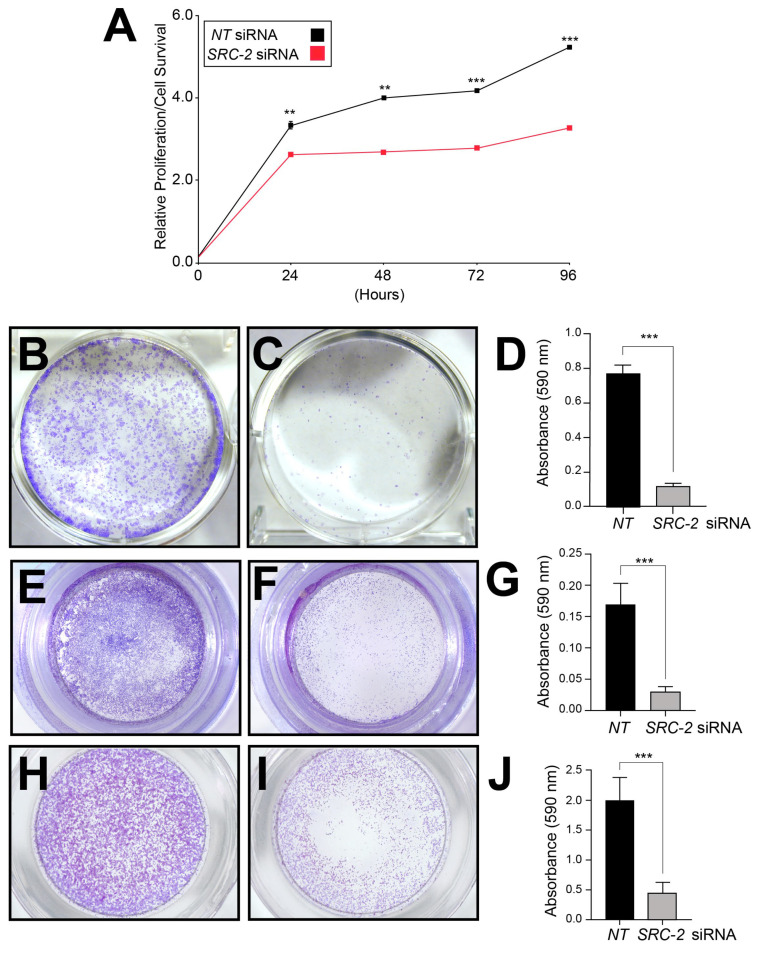
Sustained viability/proliferation, invasion, and migration of HTR-8/SVneo cells require SRC-2: (**A**) The MTT assay shows HTR-8/SVneo cells with an SRC-2 deficit (*SRC-2* siRNA transfected group) score for a significantly lower number of viable cells at each predetermined time point (24, 48, 72, and 96 h) in culture. (**B**) Crystal violet staining reveals numerous large colonies from HTR-8/SVneo cells previously transfected with *NT* siRNAs. The image is a representative result after the *NT* or *SRC-2* siRNA transfection period of 48 h and a post-transfection period of 12 h in culture. (**C**) Crystal violet staining shows a significant decrease in the number of colonies; colonies are also markedly smaller in size. (**D**) Histogram quantitatively displays the differences between the treatment groups in panels (**B**,**C**) based on the crystal violet dye absorbance reading at 590 nm. (**E**) Transwell migration assay shows the migration of numerous HTR-8/SVneo cells following *NT* siRNA transfection. (**F**) Transwell migration assay reveals a significant attenuation of the migratory ability of HTR-8/SVneo cells following *SRC-2* siRNA transfection. (**G**) Histogram represents the quantitation of the migratory differences between treatment groups shown in (**E**,**F**). (**H**) Transwell invasion assay shows significant invasive capability of HTR-8/SVneo cells following *NT* siRNA transfection. (**I**) Transwell invasion assay shows the striking reduction in invasive capability of the HTR-8/SVneo cell line following *SRC-2* siRNA transfection. (**J**) Histogram displays the quantitative differences between the treatment groups shown in panels (**H**,**I**). Results are indicated as the mean ± standard deviation and are representative of three independent experiments; ** *p*-value < 0.01; and *** *p*-value < 0.001.

**Figure 4:**
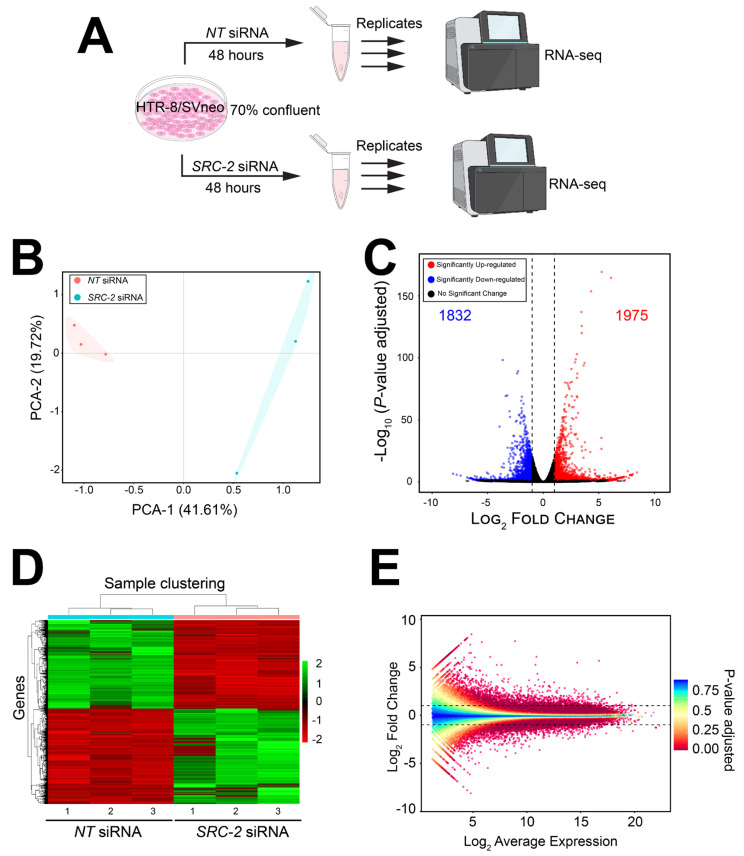
The HTR-8/SVneo cellular transcriptome is significantly changed following SRC-2 knockdown: (**A**) Schematic showing the key stages of the RNA-seq workflow; triplicate samples for the NT siRNA and SRC-2 siRNA treatment groups were used. (**B**) Principal component analysis (PCA) shows a clear separation between the triplicate NT siRNA and SRC-2 siRNA groups. (**C**) The volcano plot graphically displays the total number of genes differentially expressed between the NT siRNA and SRC-2 siRNA treatment groups; 1832 downregulated and 1975 upregulated genes are shown in blue and red, respectively. Significance (*p*-value) versus log_2_ fold change is plotted on the y- and x-axis, respectively. (**D**) The heatmap represents an unsupervised hierarchical clustergram of the total number of genes differentially expressed between the NT siRNA and SRC-2 siRNA groups that reached the FDR and IFCI thresholds of ≤0.05 and ≥1.3, respectively. Each row represents a gene, while each column denotes a sample replicate in each treatment group; the dendrogram on both axes shows the arrangement of the clusters following analysis. The intensity of the color indicates the level of expression for each gene in the sample replicate. The intensity in terms of the normalized expression values is indicated by the vertical color key on the right. (**E**) The MA plot shows the relationship between the log2 fold change and the mean normalized counts of DEGs in HTR-8/SVneo cells treated with NT siRNA or SRC-2 siRNA.

**Figure 5:**
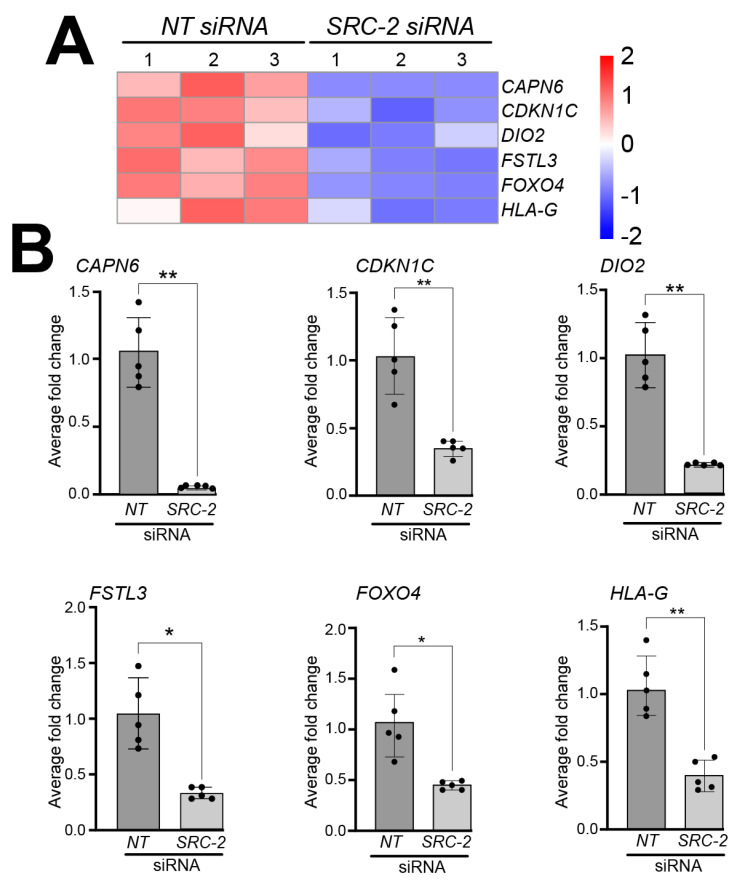
Knockdown of *SRC-2* in the HTR-8/SVneo cell line attenuates the expression levels of genes previously reported to be expressed in extravillous trophoblast cells: (**A**) The heat map displays the alterations in gene expression between *NT* siRNA and *SRC-2* siRNA replicates. The expression levels of calpain 6 (*CAPN6*); cyclin-dependent kinase inhibitor 1C (*CDKN1C*); iodothyronine deiodinase 2 (*DIO2*); follistatin-like 3 (*FSTL3*); forkhead box O4 (*FOXO4*); and human leukocyte antigen G (*HLA-G*) are significantly reduced in the *SRC-2* siRNA-treated group compared with the *NT* siRNA group. (**B**) Quantitative real-time PCR confirms the above-predicted trophoblast cell marker gene expression changes between the *NT* siRNA and *SRC-2* siRNA-treated groups. Results are indicated as the average fold change (±standard deviation) in expression of the gene of interest for each experimental condition (*NT* or *SRC-2* siRNA knockdown). The average fold change (FC) calculation is detailed in the Section 2. All results presented are representative of three independent experiments; * *p*-value < 0.05; ** *p*-value < 0.01.

**Figure 6:**
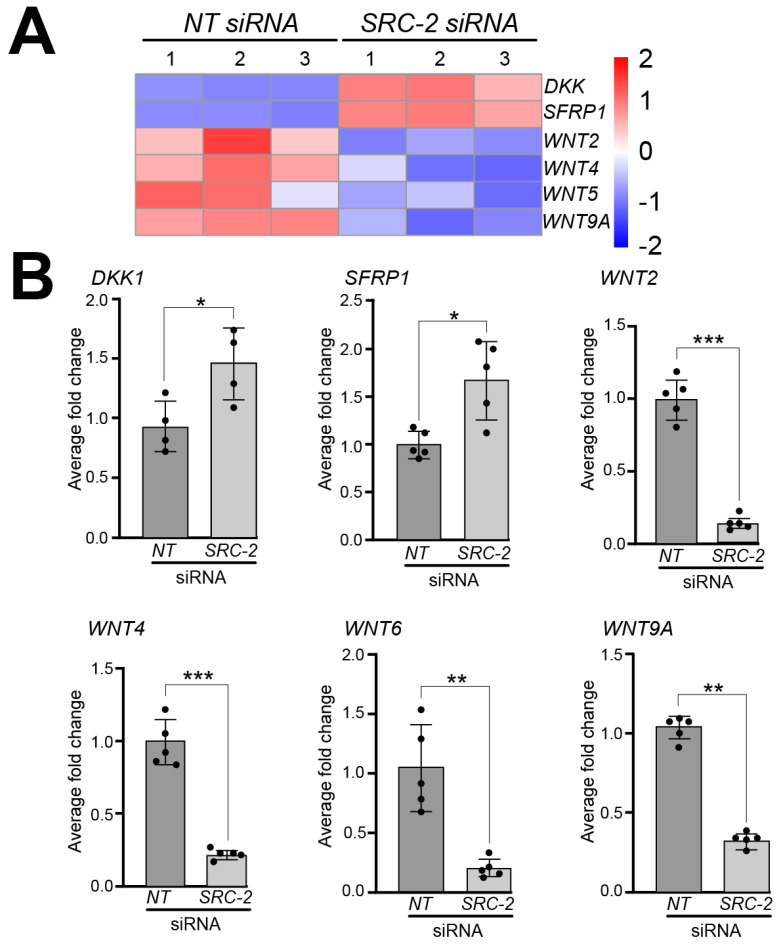
Dysregulated expression of WNT signaling factors in HTR-8/SVneo cells following *SRC-2* knockdown: (**A**) Heat map displays marked changes in the expression of genes associated with WNT signaling between the *NT* siRNA and *SRC-2* siRNA replicate groups. While WNT signaling inhibitors, Dickkopf WNT signaling pathway inhibitor 1 (*DKK1*) and secreted frizzled related protein 1 (*SFRP1*), are upregulated in the *SRC-2* siRNA-treated group, the expression levels of Wnt family member 2 (*WNT2*), *WNT4*, *WNT6*, *WNT8B*, and *WNT9A* are significantly reduced. (**B**) Confirmation by qRT-PCR of the above-described gene expression changes between the *NT* siRNA and *SRC-2* siRNA-treated groups is shown. An explanation of the average fold change (FC ± standard deviation) calculation is described in the Section 2. Results are representative of three independent experiments; * *p*-value < 0.05; ** *p*-value < 0.01, and *** *p* value < 0.001.

**Figure 7:**
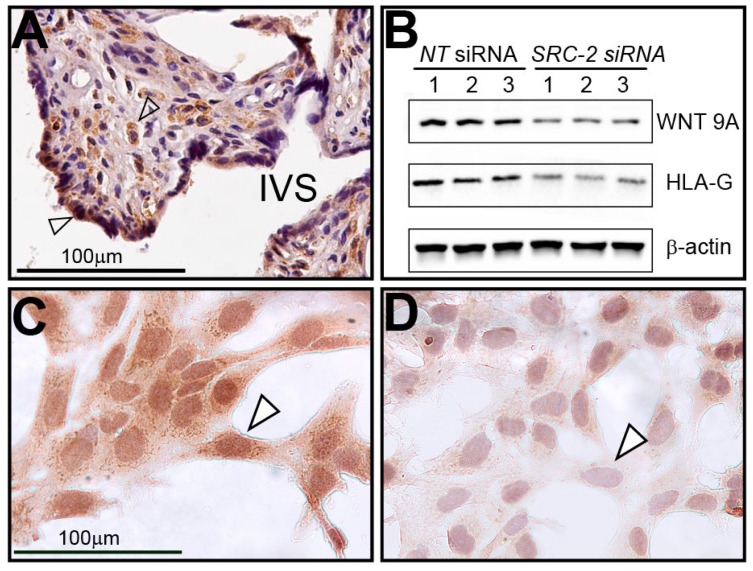
Human term-placental tissue and HTR-8/SVneo cells express WNT9A: (**A**) Immunohistochemistry shows WNT9A is expressed in syncytiotrophoblast cells (white triangle) and stromal cells (open arrow) of chorionic villi; IVS indicates intervillous space. (**B**) Western analysis shows that WNT9A is expressed in HTR-8/SVneo cells previously transfected with *NT* siRNAs. However, WNT9A expression is significantly reduced following *SRC-2* siRNA-mediated knockdown. HLA-G, an established marker in extravillous trophoblast cells and HTR-8/SVneo cells, is also markedly reduced following *SRC-2* knockdown. (**C**) Similar to SRC-2 (see Figure 2), immunocytochemistry shows WNT9A is expressed in the HTR-8/SVneo cells (white triangle). (**D**) Following *SRC-2* knockdown, WNT9A expression is significantly attenuated following SRC-2 knockdown (white triangle). Scale bar in panel (**C**) applies to panel (**D**).

**Figure 8:**
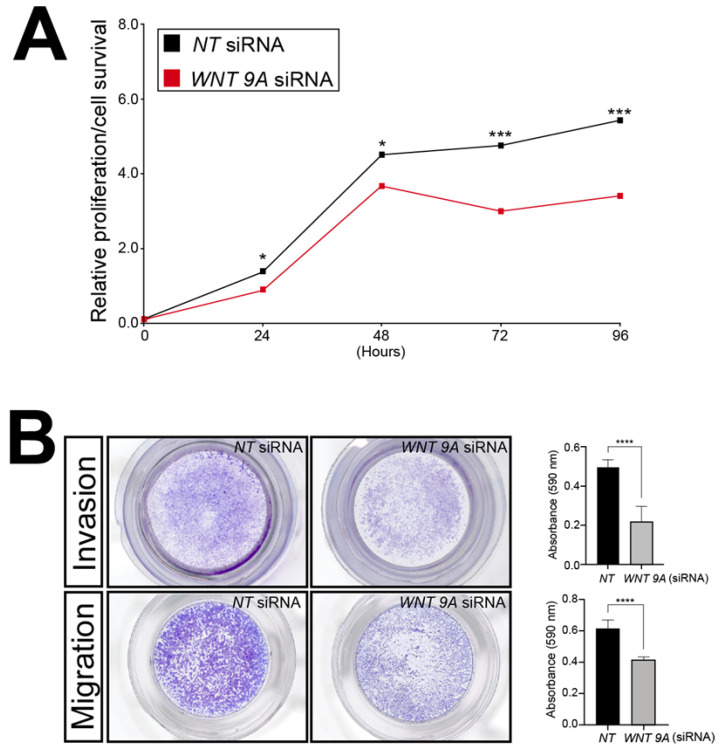
Sustained viability/proliferation, migration, and invasion of the HTR-8/SVneo cell line is compromised following *WNT9A* knockdown: (**A**) The MTT-based assay shows that the number of HTR-8/SVneo viable cells in culture is markedly reduced following *WNT9A* knockdown. (**B**) Top panel row: The transwell invasion assay shows that *WNT 9A* siRNA knockdown results in a significant reduction in the invasive capacity of HTR-8/SVneo cells. Bottom panel row: The transwell migration assay reveals a marked reduction in the migratory capabilities HTR-8/SVneo cells following *WNT 9A* siRNA knockdown. Results in histograms are indicated as the mean ± standard deviation and are representative of three independent experiments; * *p*-value<0.05; *** *p*-value < 0.001; **** *p*-value < 0.0001.

**Table 1:** List of human TaqMan expression assays used in these studies.

*Gene Name*	*Gene ID*	*Catalog Number*
*ALDH1A1*	*216*	*Hs00946916_m1*
*CAPN6*	*827*	*Hs00560073_m1*
*CCR7*	*1236*	*Hs01013469_m1*
*CDKN1C*	*1028*	*Hs00175938_m1*
*DIO2*	*1734*	*Hs05050546_s1*
*DKK1*	*22943*	*Hs00183740_m1*
*FSTL3*	*10272*	*Hs00610505_m1*
*FOXO4*	*4303*	*Hs00172973_m1*
*HLA-G*	*3135*	*Hs00365950_g1*
*LAMB3*	*3914*	*Hs00165078_m1*
*NCOA2*	*10499*	*Hs00896109_m1*
*SFRP1*	*6422*	*Hs00610060_m1*
*WNT2*	*7472*	*Hs00608224_m1*
*WNT4*	*54361*	*Hs01573505_m1*
*WNT6*	*7475*	*Hs00362452_m1*
*WNT 9A*	*7483*	*Hs01573829_m1*
*HPRT*	*ThermoFisher Scientific Inc.*	*4333768T*

## Data Availability

The data from these studies are available following a reasonable request to the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells14131024/s1, Figure S1. Human pregnancy-term placental tissue co-express hCG and SRC-2. (A) Human chorionic villi stained for DAPI (open triangle). (B) Same section immunofluorescently stained for hCG (green; open triangle). (C) Same section immunofluorescently stained for SRC-2 (red; open triangle). (D) Merged image of images in (B) and (C); note the colocalization of hCG and SRC-2 (open triangle). Scale bar in (A) applies to all panels. Figure S2. (A–C) Dot plots of enriched genes within the DEG dataset between the *NT* siRNA and *SRC-2* siRNA transfected HTR-8/SVneo groups are categorized according to biological processes, cellular components, and molecular functions respectively. (D) Analysis by KEGG reveals top enrichment for proteins involved in PI3K-AKT signaling, cell adhesion, protein digestion and absorption, and extracellular matrix-receptor interactions. Figure S3. (A) Heat map showing the difference in expression of *ALDH1A1*, *CCR7*, and *LAMB3* in HTR-8/SVneo cells following *NT* siRNA or *SRC-2* siRNA knockdown. (B) Histograms show the quantitative differences in expression of *ALDH1A1*, *CCR7*, and *LAMB3* between the *NT* siRNA and *SRC-2* siRNA treated HTR-8/SVneo groups. Results in histograms are indicated as the mean ± standard deviation and are representative of three independent experiments; ** *p*-value < 0.01; *** *p*-value < 0.001; **** *p*-value < 0.0001. Table S1. Differentially expressed genes between the NT siRNA and SRC-2 siRNA-transfected groups.

# Supplementary material for: Human Extravillous Trophoblasts Require SRC-2 for Sustained Viability, Migration, and Invasion
**Source:** Cells. 2025 Jul 4;14(13):1024. doi: 10.3390/cells14131024
**Supplement:** Supplementary file 1

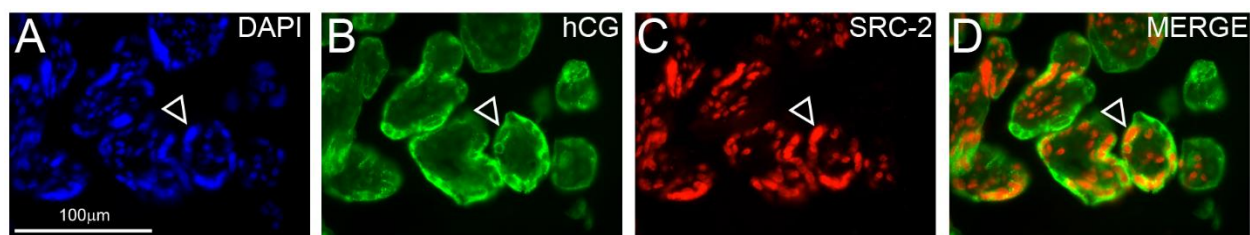

Figure S1. Human pregnancy-term placental tissue co-express hCG and SRC-2. (A) Human chorionic villi stained for DAPI (open triangle). (B) Same section immunofluorescently stained for hCG (green; open triangle). (C) Same section immunofluorescently stained for SRC-2 (red; open triangle). (D) Merged image of images in (B) and (C); note the colocalization of hCG and SRC-2 (open triangle). Scale bar in (A) applies to all panels.

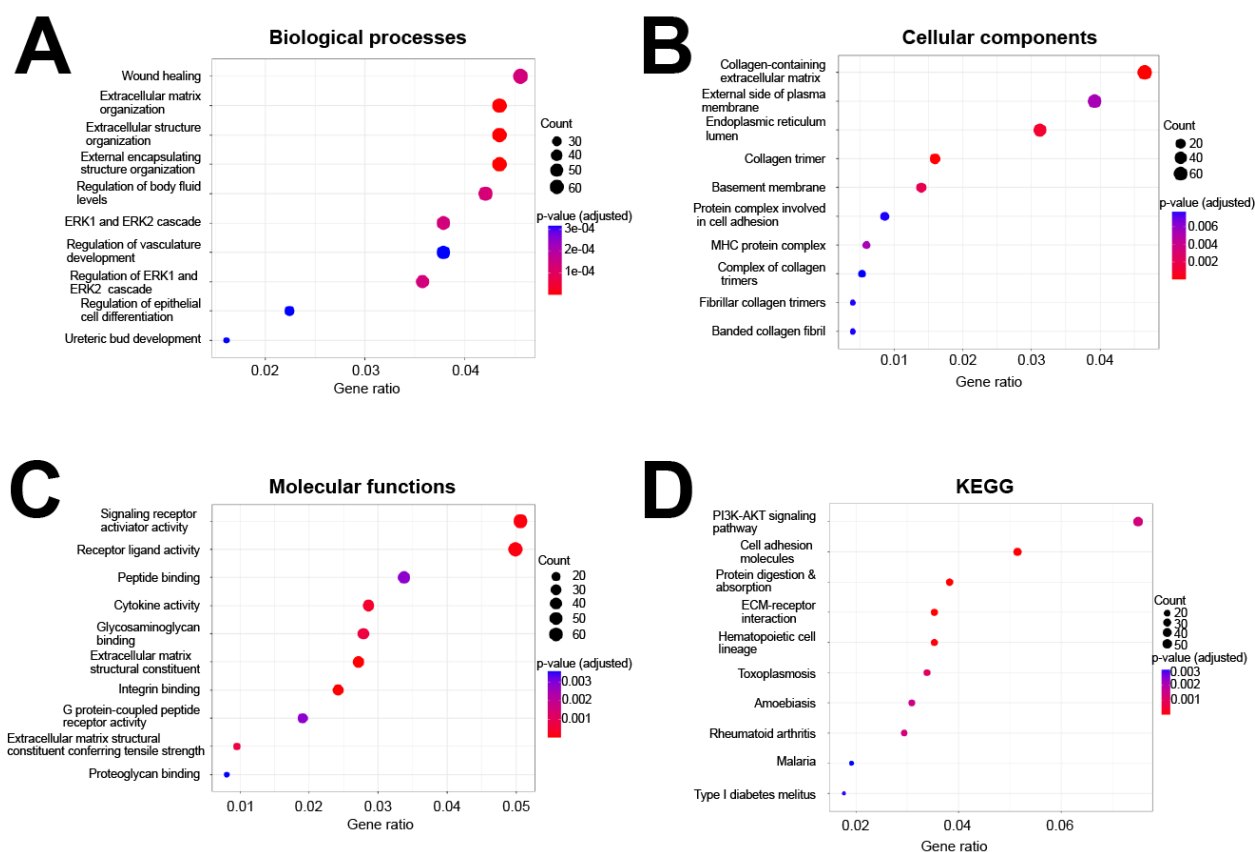

Figure S2. (A-C) Dot plots of enriched genes within the DEG dataset between the *NT* siRNA and *SRC-2* siRNA transfected HTR-8/SVneo groups are categorized according to biological processes, cellular components, and molecular functions respectively. (D) Analysis by KEGG reveals top enrichment for

proteins involved in PI3K-AKT signaling, cell adhesion, protein digestion and absorption, and extracellular matrix-receptor interactions.

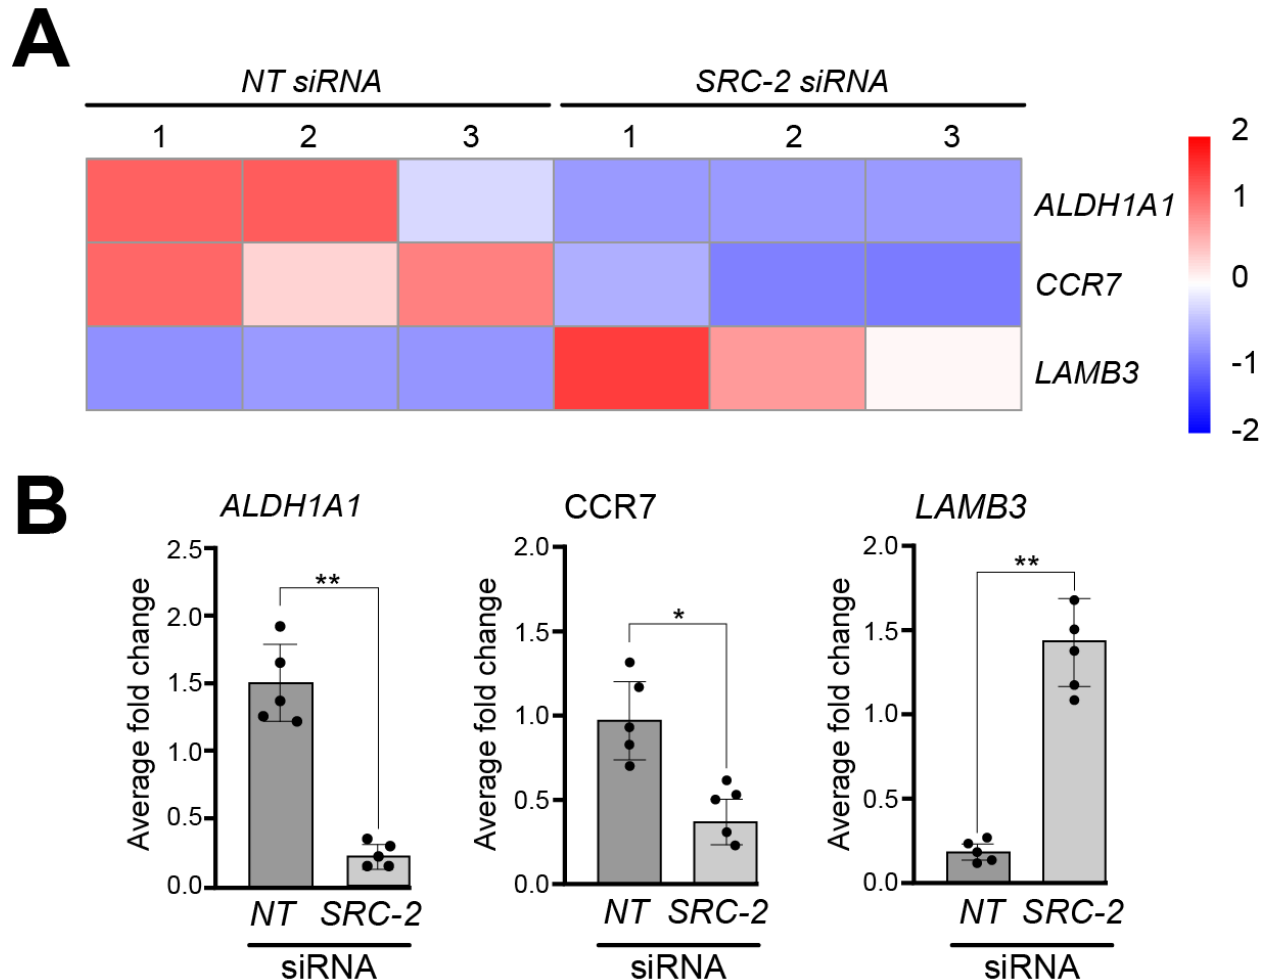

Figure S3. (A) Heat map showing the difference in expression of *ALDH1A1*, *CCR7*, and *LAMB3* in HTR-8/SVneo cells following *NT* siRNA or *SRC-2* siRNA knockdown. (B) Histograms show the quantitative differences in expression of *ALDH1A1*, *CCR7*, and *LAMB3* between the *NT* siRNA and *SRC-2* siRNA treated HTR-8/SVneo groups. Results in histograms are indicated as the mean $\pm$ standard deviation and are representative of three independent experiments; **p-value<0.01; ***p-value <0.001; ****p-value<0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

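RNA of HTR-8/SVneo cells was sequenced 48 h after transfection with 60 pmol of NT siRNA (3 libraries) or SRC-2 siRNA (3 libraries), each from triplicate wells. The authors prepared libraries with a stranded mRNA kit, sequenced them in paired ends, aligned the reads to GRCh38 with HISAT2 and counted them per gene with HTSeq. They also removed read duplicates with Picard Tools, without stating whether the FPKM were made before or after that step. They deposited 1 table of FPKM per gene and library, and made their own comparison with DESeq at an FDR of at most 0.05 and a fold of at least 1.3. Versions of these tools, the annotation release and the strand setting of the counting are not given in the paper or its sample notes. The analysis started from the FPKM table and used no count table.

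Gene types, positions and exon lengths were taken from GENCODE release 44 by gene symbol, which matched 60811 of the 62813 genes. Reads per gene were recovered as FPKM times exon length divided by the step of each library. Of the values under 200 reads, 97.8 to 98.1% were whole within 0.02, and 31.6 to 33.9% of the recovered numbers were odd, which leaves open whether mates were counted separately. Recovered depth was 429522413 to 726463659 reads per library. The recovery returned 100% of the numbers in simulated data made with the same exon lengths. It could therefore not test whether the authors used those lengths. The recovered numbers served only for added alternatives, for shares of reads and for the depth.

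The test of each gene was limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(FPKM + 0.1), over the 28086 genes with a mean FPKM of at least 0.1, with no covariate. P-values were adjusted by Benjamini-Hochberg. A gene was called at an adjusted p of at most 0.05 and at least 1.3-fold. Genes that the paper names but that lie under the filter were tested in the fit of all genes with a value above 0 in any library. Confidence intervals are 95% intervals of that fit. Tested on simulated data with the spread of these libraries and 27792 genes, the test called 16.7% of genes set to a 1.5-fold change, 56.7% of those set to 2-fold, 90.9% of those set to 4-fold and 3 of 27593 unchanged genes. Only 66, 67 and 66 genes were set to these folds, far fewer than were called in the real data. Noise was drawn independently for each gene, without a shift shared within a library. These shares therefore may not apply to the real comparison.

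In all, 44 gene lists were fixed before the deposited values were examined, 4 of them holding genes named by the paper and chosen by the study on these samples. The other lists were not blind to the paper's own results on these samples either. The 43 lists with at least 3 members tested were compared with all other genes by camera (limma), with a preset correlation of 0.01 and again with an estimated correlation. In simulated data camera called the list that was shifted and 1 other of 43. Besides those described beside the paper's text, the lists covered cell cycle S and G2M genes, CDK inhibitors, p53 targets, BCL2 family genes, cholesterol synthesis, glycolysis, hypoxia, heat shock, the unfolded protein response, ribosomal proteins, housekeeping genes, circadian genes, nuclear receptors, NF-kB targets, interferon genes, HLA class I and class II, TGF-beta and BMP signaling, invasion proteases, syncytiotrophoblast, stromal, endothelial and immune markers, and mitochondrial mRNAs. The direction of the genes that Table S1 places under its GO terms was counted without an enrichment test, since they were selected as changed.

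Principal components came from prcomp on log2(FPKM + 0.1) of the tested genes, centred. The genes named in the text were those the paper names for these libraries, the 10 largest rises and the 10 largest falls among changed genes with a mean FPKM of at least 1, an established symbol and groups that do not overlap, and up to 4 members of each fixed list. The values that the paper's tables give had been seen when this rule was written. Members of small counts, RNAs of the mitochondrial genome, 7SL and other RNAs without a poly(A) tail, GAPDH, ACTB, CTNNB1, PTPRC, PTEN and the AKT genes were named after their values were seen.

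Alternatives set before the data were examined were pseudocounts of 1 and 0.01, no filter, a filter at a mean FPKM of 1, quantile normalization, median-ratio scaling, limma without trend and with a robust prior, the replicate number as a block, each library left out in turn, other fold cutoffs, an estimated correlation in camera and other forms of the principal component analysis. Limma-voom on recovered reads (a mean of at least 10 or 50 reads) was added after the data were seen. Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9 was used for tables and figures. The cell assays, Western blots and quantitative RT-PCR of the paper have no deposited file and were left out.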

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

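The tests of explanations below were chosen after the results were seen, except the counts of other splits of the libraries, which were planned.

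Groups of genes that the paper does not report on were called by camera with the preset correlation, which is why they are listed here. The lists with a positive median log2 fold change were mitochondrial mRNAs (1.66), NF-kB targets (0.69), heat shock genes (0.49), hypoxia genes (0.38), G2M genes (0.37), glycolysis (0.27) and ribosomal proteins (0.19). Those with a negative median were CDK inhibitors (−1.01), collagens (−0.80), HLA class I (−0.69), cholesterol synthesis (−0.42) and S phase genes (−0.40). None of these calls held after adjustment with an estimated correlation. Single genes that the paper does not discuss with large log2 fold changes were MMP1 (5.59), WTAPP1 (5.25, which overlaps MMP1), ESM1 (4.29), HMGN2P21 (−3.07, a pseudogene), KRT85 (−2.97, not called in most fits that left out a library) and WBP1P2 (−2.58, a pseudogene). The 7SL RNA genes RN7SL2 (−1.48) and RN7SL3 (−1.92) were called lower, and these calls were lost in several other settings. The real split gave 9453 changed genes and 16 called lists, and the highest among the other splits gave 1 gene and 8 lists. Each other split mixes both treatments in both groups, which widens the spread within groups. Their low counts of genes are therefore no gauge of what chance gives. Camera with the preset correlation still called lists in every one of those splits, so its calls warrant caution. Because 3 against 3 make 10 splits, of which 1 gave as many, they are too few for a share under 0.05.

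Mitochondrial mRNAs rose while the 7SL genes RN7SL2 and RN7SL3 fell (RN7SL1 did not pass), and both moved least in SRC-2 siRNA replicate 1, with 7SL at 2.65% of reads in replicate 1 and 1.03 and 1.01% in replicates 2 and 3, against 3.12 to 3.83% in NT siRNA libraries. A different share of RNA without a poly(A) tail would lower histone mRNAs too. The 68 histone genes did not fall as a set (median log2 fold change 0.17, SD 0.61, 20 higher and 14 lower). This argues against a fall shared by all such RNAs. Yet RPPH1 was lower while RN7SK did not pass, and histone genes may move for other reasons, so the share is not settled. Of the histone genes, 56 had a mean of at least 100 FPKM in libraries described as poly(A)-selected. Reads freed by 7SL can raise any other gene by at most 0.0417 on the log2 scale, far below the mitochondrial rise. An effect of the knockdown stays open, because the lowest SRC-2 siRNA library lay above the highest NT siRNA library by 0.52 in mean log2 level of these mRNAs, less than the range of the NT siRNA libraries. A difference in RNA quality or in cell number between wells was not tested here and may also fit, although the paper included only RNA samples with an integrity score greater than 9.

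SRC-2 siRNA replicate 1 lay nearer to the NT siRNA libraries for many genes. Admixture of NT siRNA RNA is argued against by NCOA2, which stood at 1.06 of the way to replicates 2 and 3 while the median gene stood at 0.65. That median is a loose yardstick, since its genes were called with replicates 2 and 3 and selection can lower it. A weaker knockdown is argued against as well, since NCOA2 in replicate 1 was −0.153 FPKM relative to the lower of the other replicates. Depth does not account for it, with a ratio of 1.01 between its reads and the mean of the others. What stays open is a difference between wells, which was not tested, and the biological state of the cells in that well may differ too.

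MMP1, 13 of 17 chemokine and cytokine genes and 11 of 19 NF-kB targets were higher, and SRC-2 siRNA replicate 1 stood at 0.97 of the way to the other replicates for MMP1, at 0.97 for the chemokines and cytokines and at 0.97 for the NF-kB targets. An interferon reaction to transfected RNA is argued against by the interferon list, of which 2 of 23 genes were higher and 8 lower (3 and 5 without SRC-2 siRNA replicate 1, 4 and 12 in limma-voom on recovered reads). The stromal markers went both ways, with 8 of 17 lower and 6 higher (median log2 fold change 0.03, adjusted p = 0.63 from camera). They therefore do not show a larger share of stromal cells and cannot exclude one. Leukocytes among the cells are argued against by PTPRC, whose highest level after SRC-2 siRNA was 0.00762 FPKM, and 7 of the 12 immune markers listed lay under the filter on level. The other 5 had a median log2 fold change of 0.48 (adjusted p = 0.103 from camera), and of these CD68 was higher (1.44). An effect of the SRC-2 knockdown and one of unintended targets of the siRNA both stay open, since a single SRC-2 siRNA treatment was sequenced and could not be compared with another.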

How the results depend on the processing

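Limma-voom on recovered reads, with its cutoffs, was chosen after seeing the data, and every other alternative was set beforehand. No named gene or list called in the reported fit changed direction. Of all genes tested, none was called in the opposite direction to that fit. The balance of the counts turned to more higher than lower genes under several alternatives, and the medians of some lists that did not pass, among them WNT ligands and β-catenin targets, changed sign, as did the values of RN7SK, RMRP, WNT5B and CTNNB1, which did not pass either. Of the values of named genes under the alternatives set beforehand, 2617 stayed on their side of the thresholds, 107 lost the call and 13 gained it. Of those of gene lists, 28 lost the call, 15 gained it, 5 counts of members changed by over 1.5 times when adjusted over the list alone, and 723 did none of these. Of the counts of Table S1 genes by term, 141 stayed within 1.5 times and 9 did not. In the calls of genes the paper names, WNT6, HLA-G and DIO2 were lost most often, and RN7SL2, RN7SL3, RPPH1, KRT85 and MT-CO1 were lost without several single libraries. WNT6, HLA-G and DIO2 are too low to reach 1.3-fold with a pseudocount of 1 even if lost entirely.

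The counts of 4498 higher and 4955 lower genes stayed within 1.5 times under pseudocount 0.01 (4453 higher and 4953 lower), no filter (3581 higher and 4132 lower), a filter at a mean FPKM of 1 (3578 higher and 3485 lower), quantile normalization (4722 higher and 5018 lower), median-ratio scaling (4937 higher and 4743 lower), limma without trend (4325 higher and 5004 lower) or with a robust prior (4466 higher and 4931 lower), no fold cutoff (5124 higher and 5586 lower) and limma-voom (5471 higher and 5404 lower). A pseudocount of 1 gave 3246 higher and 3217 lower, since it shrinks the fold of low genes. Leaving out 1 library gave 2612 to 5759 higher and 3252 to 5236 lower, with the fewest without SRC-2 siRNA replicate 2, the most without SRC-2 siRNA replicate 1, and 2922 higher and 3378 lower without NT siRNA replicate 3. An absolute log2 fold change of at least 1 gave 1091 higher and 1014 lower, and of at least 1.3 532 higher and 409 lower. Limma-voom at those cutoffs gave 1754 higher and 1702 lower and 1087 higher and 895 lower, and with a mean of at least 50 reads 1522 higher and 1598 lower and 816 higher and 774 lower. With the replicate number as a block the counts were 4384 higher and 4682 lower. Libraries of the same number did not go together (correlations of 0.07, 0.04 and −0.01 after removing the group means).

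NCOA1 passed with median-ratio scaling (0.46, adjusted p = 0.0438) and limma-voom (0.46, adjusted p = 0.0121), and its log2 fold change was 0.30 to 0.62 with 1 library left out, past the thresholds without SRC-2 siRNA replicate 1 (limma). With an estimated correlation, camera no longer called chemokines and cytokines (median 1.27, adjusted p = 0.219), ERK1/2 genes (1.18, adjusted p = 0.219) or the PI3K/AKT core (0.23, adjusted p = 0.481). The PI3K/AKT core also lost its call with a filter at a mean FPKM of 1 (0.11), quantile normalization (0.21), the block (0.23) and without NT siRNA replicate 3 or SRC-2 siRNA replicate 2 (medians 0.18 to 0.29 with 1 library left out). Coagulation and wound genes gained a call with no filter (0.26), a filter at 1 (0.61), limma-voom (0.61) and without NT siRNA replicate 2 or SRC-2 siRNA replicate 3 (medians 0.28 to 0.44). The first principal component held 96.2% of the variance on untransformed, centred FPKM. For the other shifts the cause was not tested.

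The libraries held 429522413 to 726463659 recovered reads (fewer in fragments if mates were counted separately). At a mean of 0.1 to 1 FPKM the median standard error was 0.21, and ALDH1A1, CCR7, DIO2, HLA-G, WNT2, WNT4, WNT6, WNT8B and WNT9A lie in or below that range, where the pseudocount sets much of the fold.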

Differences from the paper's values

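At the thresholds of its methods the paper reports 3807 changed genes, 1832 upregulated and 1975 downregulated, where limma on log2(FPKM + 0.1) gave 9453, 4498 and 4955 and called 1340 of the 1999 available rows of the paper's Table S1 in the same direction. None of the alternatives set before the data were examined brought the total or the lower count within 1.5 times of the paper's at those thresholds, and the higher count came within it only without SRC-2 siRNA replicate 2 (2612). Limma-voom on recovered reads with an absolute log2 fold change of at least 1, a higher cutoff than the paper states and one chosen after seeing the values, gave 3456 genes (1754 higher and 1702 lower) and left out 295 of the 1999 available rows of the paper's Table S1. With a mean of at least 50 reads, also chosen after seeing the values, it gave 3120 (1522 higher and 1598 lower) and left out 519 of them. The smallest absolute log2 fold change in those rows is 1.30, so whether the paper's cutoff of 1.3 was on the fold or the log2 scale is not settled. At 1.3 on the log2 scale limma-voom gave 1982 genes (1087 higher and 895 lower), against 2332 rows in Table S1, and limma on log2(FPKM + 0.1) gave 941.

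For CAPN6 the log2 fold change was −3.06 against the paper's −3.62. A pseudocount of 0.01 (−3.55) and limma-voom (−3.62) came within the error, and the other alternatives did not. For DIO2 it was −0.66 against the paper's −1.46, for CCR7 −0.99 against the paper's −1.82 and for WNT6 −0.73 against the paper's −1.43. In these 3 genes a pseudocount of 0.01 (−1.35, −1.71 and −1.33) and limma-voom (−1.54, −1.82 and −1.48) closed the gap, and no other alternative did. For HLA-G the values were −0.51 and the paper's −1.46, for WNT2 −0.65 and the paper's −1.93, and for WNT8B −0.62 and the paper's −2.07, and of all alternatives only limma-voom (−1.56, −1.96 and −2.06) closed these. WNT9A gave −1.22 against the paper's −1.43, with no difference under a pseudocount of 0.01, limma-voom, or without NT siRNA replicate 1, SRC-2 siRNA replicate 1 or SRC-2 siRNA replicate 3, and a difference under the others. ALDH1A1 was listed at 0 in all 3 SRC-2 siRNA libraries, so its log2 fold change (−0.12, and −0.86 with a pseudocount of 0.01) is set by the pseudocount and is no estimate to hold against the paper's −6.03. The same limit holds for its value under the other alternatives, and limma-voom gave none because the gene lay below its minimum of reads. Limma-voom was chosen after seeing the values, and without a higher fold cutoff it left out 295 of the 1999 available rows of Table S1.

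The paper's figure shows about 20% on the second principal component in Fig. 4B, read by eye, where log2 values of the tested genes gave 12.1%. Untransformed FPKM of all genes, centred and scaled, gave 41.6% on the first component and 19.7% on the second, which match the numbers on that figure. On the second component, scaled log2 values, a pseudocount of 0.01 and every fit that left out a library other than SRC-2 siRNA replicate 1 also came within 1.5 times, and the other alternatives did not.

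The paper's text gives the larger number of changed genes as downregulated, while the labels of Fig. 4C and its legend attach the counts to the opposite directions. Which direction held more genes depended on the setting here. The reported fit gave 4498 higher and 4955 lower, and quantile normalization, a pseudocount of 0.01, no filter, no fold cutoff and limma without trend also gave more lower genes. So did a robust prior, the replicate number as a block and every fit that left out a library other than SRC-2 siRNA replicate 1. Limma-voom with a mean of at least 50 reads and an absolute log2 fold change of at least 1 did as well. More genes were higher with median-ratio scaling (4937 higher and 4743 lower), a filter at a mean FPKM of 1 (3578 higher and 3485 lower), a pseudocount of 1 (3246 higher and 3217 lower), limma-voom (5471 higher and 5404 lower), an absolute log2 fold change of at least 1 (1091 higher and 1014 lower) and without SRC-2 siRNA replicate 1 (5759 higher and 5236 lower). The same held for an absolute log2 fold change of at least 1.3 (532 higher and 409 lower). ALDH1A1 is among the genes the paper presents as changed, and it did not pass here (adjusted p = 0.107 from limma), while CCR7 and LAMB3 of the same group did. At its level the pseudocount of 0.1 keeps even complete loss under 1.3-fold, so this is no evidence against a change. The paper also shows histograms of the expression of these genes in its supplement. Fig. 6A carries a label WNT5 among its genes, a symbol that the deposited table does not hold. WNT5A was higher here and WNT5B did not pass.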

Other observations

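The counts of list members given here were planned. Of 22 S phase genes of the cell cycle, 12 were lower after SRC-2 siRNA and none higher, among them UHRF1, E2F1 (−0.99), MCM3 (−0.66) and MCM5 (−0.53), with adjusted p = 0.00256 from camera, adjusted p = 0.219 with an estimated correlation (1 higher and 12 lower when adjusted over the list alone). Of 23 G2M genes, 9 were higher and none lower, including ANLN (0.85), CKS2 (0.79) and BUB1 (0.66), with adjusted p = 0.00109 from camera, adjusted p = 0.501 with an estimated correlation (9 higher and 0 lower when adjusted over the list alone). SRC-2 siRNA replicate 1 stood at 0.22 of the way for the G2M genes, close to its 0.30 for mitochondrial mRNAs, and the counts were 15 higher and 1 lower without it and 3 higher and 0 lower without NT siRNA replicate 3 or SRC-2 siRNA replicate 2. Of 7 CDK inhibitor genes, 4 were lower, CDKN2B (−1.52), CDKN2C (−1.10), CDKN1C and CDKN1A (−1.01; adjusted p = 0.00334 from camera, adjusted p = 0.359 with an estimated correlation; 0 higher and 4 lower when adjusted over the list alone). Of 18 p53 targets, ZMAT3 was higher and 9 were lower, with BTG2 at −0.87 (adjusted p = 0.108 from camera; 1 higher and 9 lower when adjusted over the list alone). Of 15 genes of the BCL2 family, BCL2A1 was higher (2.10) and BMF, BBC3, BAD, BCL2L1 and BAX were lower (adjusted p = 0.155 from camera; 1 higher and 5 lower when adjusted over the list alone).

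Cholesterol synthesis genes were lower in 12 cases of 24 and higher in none, among them PMVK (−1.72), TM7SF2 (−1.48) and HMGCS1 (−1.10), with adjusted p = 0.000856 from camera, adjusted p = 0.359 with an estimated correlation (1 higher and 13 lower when adjusted over the list alone). Of 21 glycolysis genes, 6 were higher and PFKL and ENO2 lower, with HK2 at 1.45 and SLC2A3 at 1.08 (adjusted p = 0.0259 from camera, adjusted p = 0.571 with an estimated correlation; 6 higher and 2 lower when adjusted over the list alone), and that call was lost without SRC-2 siRNA replicate 1. Of 22 hypoxia genes, 11 were higher, including CA12 (1.46) and PDK1 (1.15), and DDIT4 (−1.15) and P4HA2 were lower (adjusted p = 0.0122 from camera, adjusted p = 0.234 with an estimated correlation; 11 higher and 2 lower when adjusted over the list alone). Of 15 heat shock genes, 9 were higher, including HSPH1 (0.89) and BAG3 (0.86), and CRYAB was lower (adjusted p = 0.00109 from camera, adjusted p = 0.234 with an estimated correlation; 9 higher and 1 lower when adjusted over the list alone). Of 19 NF-kB targets, 11 were higher and none lower, with ICAM1 and IER3 (1.23) beside the chemokines (adjusted p = 2.7e-06 from camera, adjusted p = 0.219 with an estimated correlation; 11 higher and 0 lower when adjusted over the list alone). Of 12 genes of HLA class I and its partners, 9 were lower and TAP2 higher, with HLA-F at −1.07, HLA-B at −1.02 and PSMB9 at −0.97 (adjusted p = 0.00256 from camera, adjusted p = 0.435 with an estimated correlation; 1 higher and 9 lower when adjusted over the list alone), and reads of HLA genes can be shared. Of 7 HLA class II genes, HLA-DRB5, HLA-DRB1 and HLA-DMA were lower (adjusted p = 0.122 from camera; 0 higher and 3 lower when adjusted over the list alone), each a call lost under several other settings. Of 40 ribosomal protein genes, 12 were higher and RPS9, RPL9, RPS14 and RPS16 lower (adjusted p = 0.0222 from camera, adjusted p = 0.577 with an estimated correlation; 12 higher and 4 lower when adjusted over the list alone), and many have pseudogenes that share reads.

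Of 23 interferon genes, IFIT5 and IFIT3 were higher and 8 lower, with BST2 at −1.78 (adjusted p = 0.204 from camera; 2 higher and 8 lower when adjusted over the list alone). In TGF-beta and BMP signaling, 7 of 25 genes were higher and 10 lower, with SMAD6 at −1.63 and SMAD7 at −0.82 (adjusted p = 0.949 from camera; 8 higher and 10 lower when adjusted over the list alone). Of 25 invasion proteases and their inhibitors, 11 were higher and 6 lower, with TIMP2 at −0.97 (adjusted p = 0.0816 from camera; 11 higher and 6 lower when adjusted over the list alone). Of 9 syncytiotrophoblast markers, HSD11B2 (−0.92), CGB8 and CGB7 were lower and none higher (adjusted p = 0.155 from camera; 1 higher and 5 lower when adjusted over the list alone), and the CGB genes share reads. Of 17 stromal markers, 6 were higher and 8 lower, with SNAI2 at 2.31 and TAGLN at −1.53 (adjusted p = 0.63 from camera; 7 higher and 8 lower when adjusted over the list alone). Of 7 endothelial markers, TIE1 (1.31) and ENG (1.07) were higher and CLDN5 (−0.79) lower (adjusted p = 0.63 from camera; 2 higher and 1 lower when adjusted over the list alone), and of 5 immune markers CD68 was higher (1.44; adjusted p = 0.103 from camera; 1 higher and 0 lower when adjusted over the list alone). Of 15 circadian genes, 6 were higher, led by NPAS2 (2.09), and TEF and DBP were lower (adjusted p = 0.0724 from camera; 6 higher and 2 lower when adjusted over the list alone). Of 24 nuclear receptor genes, NR2F2, NR2C1, VDR, NR2F1 and NR2F6 were higher and 6 lower (adjusted p = 0.949 from camera; 7 higher and 6 lower when adjusted over the list alone). Of 23 genes of the unfolded protein response, HSP90B1, ATF4 and PPP1R15A were higher and PHGDH (−1.47), SESN2, ATF3, CRELD2 and CHAC1 lower (adjusted p = 0.949 from camera; 3 higher and 6 lower when adjusted over the list alone). Median and mean differed in sign for the lists of nuclear receptors (−0.06 and 0.04), stromal markers (0.03 and −0.13), TGF-beta and BMP signaling (0.13 and −0.07) and the unfolded protein response (0.10 and −0.08). Of 15 housekeeping genes, 7 were higher and none lower, including TFRC (0.77) and POLR2A (0.54; adjusted p = 0.0546 from camera; 7 higher and 0 lower when adjusted over the list alone).

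The paper measured SRC-1 and SRC-3 as proteins, and chose these coactivators itself. Their RNAs, NCOA1 and NCOA3, held 4.34 ± 0.324 and 11.3 ± 0.131 FPKM after NT siRNA and 6.02 ± 1.32 and 12.1 ± 1.69 FPKM after SRC-2 siRNA (SD, n = 3 each). The log2 fold changes were 0.44 (95% confidence interval 0.05 to 0.83, adjusted p = 0.0719 from limma; past the thresholds when adjusted over the list alone) and 0.09 (−0.17 to 0.35, adjusted p = 0.542 from limma). NCOA1 passed when SRC-2 siRNA replicate 1 was left out (0.62, adjusted p = 0.00442 from limma).

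Among RNAs without a poly(A) tail, named after their values were seen, RN7SK had a log2 fold change of −0.06, RMRP of −0.33 and RPPH1 of −0.93 (adjusted p = 0.888, 0.334 and 0.0483 from limma). RN7SL1, at 46013 ± 6427 FPKM after NT siRNA and 20652 ± 14624 FPKM after SRC-2 siRNA (SD, n = 3 each), did not pass (adjusted p = 0.0785 from limma). The nuclear pseudogene MTND2P28, which can take reads of MT-ND2, moved by 2.68. Across 998 antisense genes, the log2 fold change correlated with that of the host gene (Spearman 0.54 across genes, highest of 1000 shuffles 0.11), and genes are not independent replicates.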
